# The Star-Nosed Mole Reveals Clues to the Molecular Basis of Mammalian Touch

**DOI:** 10.1371/journal.pone.0055001

**Published:** 2013-01-30

**Authors:** Kristin A. Gerhold, Maurizio Pellegrino, Makoto Tsunozaki, Takeshi Morita, Duncan B. Leitch, Pamela R. Tsuruda, Rachel B. Brem, Kenneth C. Catania, Diana M. Bautista

## Abstract

Little is known about the molecular mechanisms underlying mammalian touch transduction. To identify novel candidate transducers, we examined the molecular and cellular basis of touch in one of the most sensitive tactile organs in the animal kingdom, the star of the star-nosed mole. Our findings demonstrate that the trigeminal ganglia innervating the star are enriched in tactile-sensitive neurons, resulting in a higher proportion of light touch fibers and lower proportion of nociceptors compared to the dorsal root ganglia innervating the rest of the body. We exploit this difference using transcriptome analysis of the star-nosed mole sensory ganglia to identify novel candidate mammalian touch and pain transducers. The most enriched candidates are also expressed in mouse somatosesensory ganglia, suggesting they may mediate transduction in diverse species and are not unique to moles. These findings highlight the utility of examining diverse and specialized species to address fundamental questions in mammalian biology.

## Introduction

Despite the ubiquitous importance of touch for all organisms, understanding the molecular basis of mechanosensory transduction in mammals remains a major challenge. This is due in part to the diversity of touch-sensitive neurons that are specialized to detect a variety of complex mechanical stimuli in the environment and in part to the diffuse localization of primary afferents throughout the body. Although forward genetic screens have identified a number of molecules mediating invertebrate mechanotransduction [1], we are only now beginning to uncover molecules that mediate the unique functions of touch receptors in mammals. Few mechanically-gated ion channels have been identified, ensembles of proteins may be required for normal mechanoreceptor function, and differences in transduction molecules among fiber subtypes and across species remain unknown.

Here we take a different approach to identifying candidate molecules underlying mammalian touch by exploring one of nature’s experiments in the enrichment and amplification of mechanotransduction molecules, the tactile epidermis of the star-nosed mole. Star-nosed moles (*Condylura cristata*) are renowned for the unusual mechanosensory appendages that ring their nostrils, collectively called the star (Figure 1*A*). These 22 tactile “rays” are covered with tens of thousands of domed epidermal touch organs called Eimer’s organs (Figure 1*B*). The star is only about a centimeter across, yet is innervated by over 100,000 myelinated nerve fibers, giving it the highest innervation density of any mammalian skin surface [2], [3]. Not surprisingly, the tactile receptive fields on the star are the smallest reported for any mammal, providing unparalleled tactile resolution [4]. These features make star-nosed moles a promising, if unconventional system in which to explore the molecular biology of mammalian mechanotransduction.

**Figure 1:**
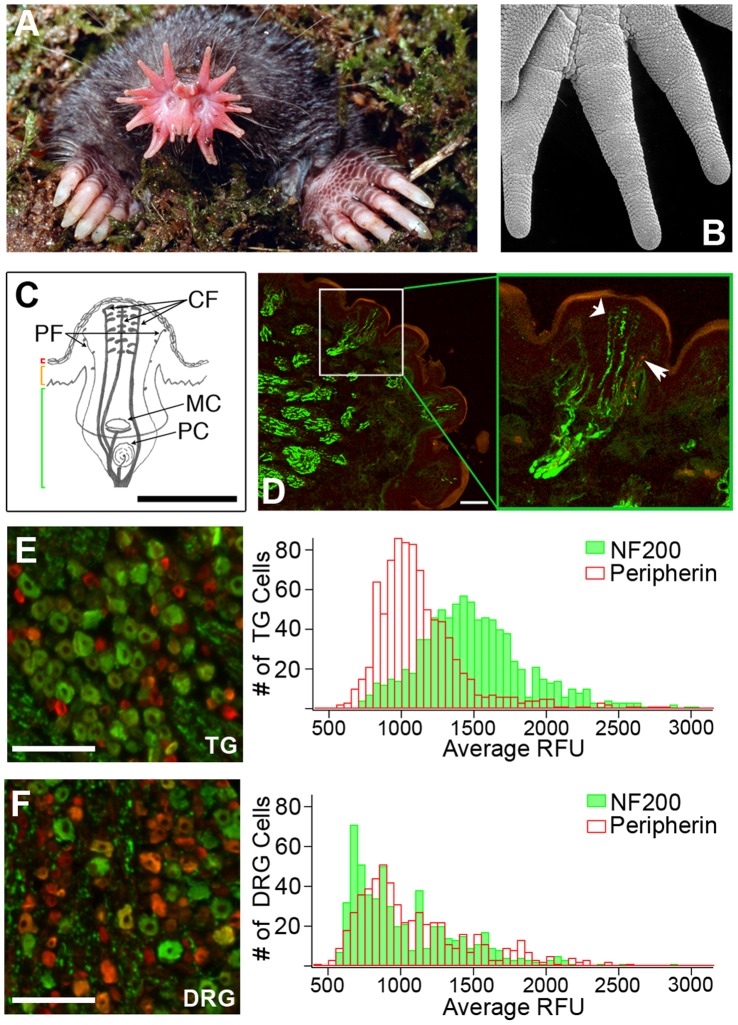
The tactile organ of the star-nosed mole is preferentially innervated by putative light touch fibers. (*A*) Image of a star-nosed mole. (*B*) EM image of the surface of the star displaying specialized Eimer’s organs. (*C*) Schematics of an Eimer’s organ in cross-section showing the column of central free nerve endings (CF) and finer peripheral free nerve endings (PF) which surround the central column. The epithelial cell layers are bracketed on the left (red = stratum corneum; orange = epidermis; green = dermis) and other mechanoreceptive complexes found in the Eimer’s organ (MC = Merkel cell, PC = Pacinian corpuscle). (*D*) Confocal images of star-nosed mole tissue stained for NF200 (green) and substance P (red). In the enlarged box, a cross-section of the star and a single Eimer’s organ. Narrow arrow indicates a substance P-positive fiber, wide arrow indicates NF200-positive fibers, scale bar = 50 µm. (*E-F*) Epifluorescence images of the TG (*E*) and DRG (*F*) stained for peripherin (red) and NF200 (green), with histograms showing the number of cells stained in one field binned by average raw fluorescence units (RFU) per cell. Scale bar = 400 µm, n = 5 sections/tissue.

What are the cellular and molecular building blocks that endow the star with such high tactile sensitivity? To address this question, we characterized the subtypes of somatosensory neurons that innervate the star, identified molecules enriched in these neurons and performed functional cellular and behavioral studies. Our data show that the star organ is innervated by a large number of touch-sensitive neurons in the trigeminal ganglia (TG). The specialization of the star results in a higher number of light touch-sensitive cells in the TG versus the dorsal root ganglia (DRG), and conversely, a higher proportion of nociceptors in the DRG. We exploit this difference to identify novel candidate mammalian molecular force transducers, including cyclic nucleotide gated channels, that mediate touch and pain.

## Results

### The Star is Innervated by a Plethora of Putative Light Touch Neurons

We first characterized the fiber types that innervate the Eimer’s organs of the star. In mammals, the detection of noxious chemical, mechanical and thermal stimuli is thought to be mediated by unmyelinated C-fibers and lightly myelinated Aδ-fibers, both of which terminate as free nerve endings in the skin. Detection of innocuous tactile stimuli is thought to be mediated by heavily myelinated Aβ-fibers that innervate corpuscles and other specialized structures in the skin, Aδ-fibers that innervate guard hairs, and a small number of C-fibers [5]. Each Eimer’s organ contains two classical light touch receptors, a lamellated corpuscle and a Merkel cell, but is also innervated by a column of free nerve endings that terminate in the superficial epidermis (Figure 1*C*; [2]). Surprisingly, and consistent with a role in light touch detection, the majority of these fibers stained heavily for NF200 (Figure 1*D*), a marker of myelinated putative touch receptors [6], and myelin basic protein (Figure S1*A*). Sparse substance P staining, a marker of peptidergic C-fiber nociceptors [7], was observed in a few smaller fibers at the periphery of the organ (Figure 1*D*). The low levels of substance P staining are not simply due to poor antibody affinity, as the mole cornea is densely innervated by substance P-positive fibers (Figure S1*B*). Likewise and similar to other mammals [8], the glabrous skin of the hindpaw displays robust, non-overlapping substance P and NF200 staining (Figure S1*C*). These results demonstrate that the star organ is unique in that there is high-density innervation by light touch receptors and that many of the myelinated fibers terminate as free nerve endings in the epidermis.

### The Star-nosed Mole has Specialized Trigeminal Ganglia

We next asked whether the dense innervation of the star arises from robust branching of TG neurons or from an enrichment of light touch neurons originating in the TG. Preferential innervation by somatosensory fiber subtypes is observed in other tissues, such as the mouse cornea (Figure S1*D*), where the dense innervation of nociceptors is achieved by robust branching of projections from a small number of TG neurons (∼1%) in the ophthalmic track [9]. As such, there is no enrichment of nociceptors in the mouse TG (Figure S2), which contain similar numbers of myelinated light touch receptors (49.2±16.5%) and nociceptors (42.6±10.7%).

Unlike mouse sensory ganglia, immunofluoresence analysis of mole sensory ganglia showed a higher percentage of NF200-positive neurons (57.2±9.6%) compared to peripherin-positive neurons (13.4±7.4%) in the TG (Figure 1*E*). In contrast, the mole DRG displayed similar numbers of NF200- and peripherin-positive cells (36.1±6.2% vs 35.0±6.5%; Figure 1*F*). As in the mouse, the star-nosed mole NF200-positive neurons possess significantly larger somata than peripherin-positive neurons in both the TG and DRG (TG: 180.4±5.97 µm^2^ vs 105±6.29 µm^2^, p = 0.03; DRG: 234±14.1 µm^2^ vs 150±23.7 µm^2^, p = 0.04, n = 3, one-way ANOVA), a strong indication that these cells may function in light touch detection. These data reveal a novel anatomical specialization of the mole somatosensory system whereby an enrichment of light touch fibers in the star arises both from branching [2] and from an increased number of putative light touch neurons in the TG.

### The Star-nosed Mole Trigeminal Ganglion Contains More Mechanosensitive Neurons than the Dorsal Root Ganglion

These data predict that the star-nosed mole TG are functionally enriched in cells that detect innocuous mechanical stimuli while the DRG are enriched in capsaicin- and heat-sensitive neurons. Thus, we used calcium imaging to compare the activity of cultured neurons isolated from the mole TG and DRG (Figure 2*A*). We subjected neurons to capsaicin, mustard oil and menthol (Figure 2*B* *, left)*, irritants that preferentially activate nociceptors via TRPV1, TRPA1 and TRPM8, respectively [10]–[12], and examined responses to hydroxy-alpha-sanshool (sanshool), hypo-osmotic stimuli, and low-magnitude radial stretch (10%, Figure 2*B*, right), which predominantly activate light touch neurons [13]. Consistent with the antibody staining, capsaicin, mustard oil, and menthol activated a significantly higher percentage of neurons in the DRG compared to the TG (DRG: 36.1±8.2% versus TG: 14.7±2.8% for capsaicin). Conversely, hypotonic solution, sanshool and radial stretch activated a significantly higher percentage of TG neurons than DRG neurons (TG: 79.6±5.9% versus DRG: 33.86±2.9% for stretch). These results demonstrate that the star-nosed mole TG are highly specialized anatomically and functionally to mediate high tactile sensitivity.

**Figure 2:**
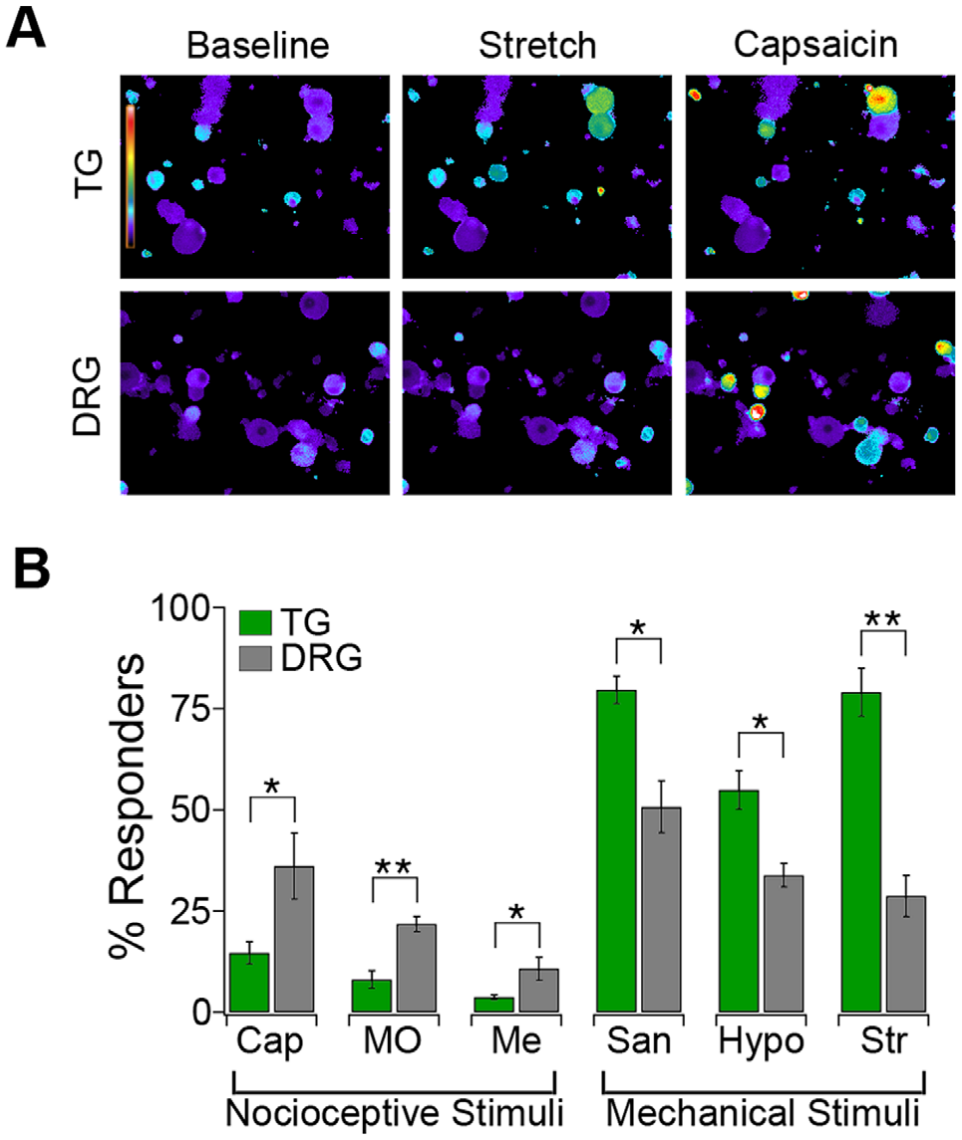
Functional enrichment of light touch-sensitive neurons in the star-nosed mole trigeminal ganglia. (*A*) Representative images of Fura-2 loaded star-nosed mole TG and DRG neurons before and after exposure to 10% radial stretch and capsaicin (1 µM). (*B*) Average percentage of TG (green) and DRG (grey) neurons activated by capsaicin (Cap), mustard oil (MO), menthol (Me), hydroxy-α-sanshool (San), hypotonic solution (Hypo) and 10% radial stretch (Str) (error bars represent s.e.m. n = 4 samples, **p< 0.01, *p< 0.05 by one way ANOVA).

### Using Transcriptome Profiling to Identify Candidate Touch Transducers

The enrichment of functional light touch neurons in the TG and nociceptors in the DRG suggests that these tissues vary at a molecular level. If this is indeed the case, comparing transcripts may lead to the identification of molecular players that mediate touch or pain transduction. We used mRNA-Seq to detect transcripts expressed in mole TG and DRG, and we compared expression levels between these two tissues. 

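Gene expression in the star-nosed mole TG, which supplies the nasal star, was compared with that in the DRG, which supply the rest of the body. The authors deposited read counts for 33773 genes in 3 libraries per ganglion, each gene's count being the sum over its human, dog and mouse homologs. By the labels, mole TG 1 and mole DRG 1 were made with the Genomic Sample Prep kit and read at 76 bases on the Genome Analyzer II. The other 4 mole libraries were made with the TruSeq kit and read on the HiSeq. The paper states that 1 mole DRG sample combined 2 individuals and does not say which. Total counts were 8409670, 10389036 and 11140894 in mole TG 1, 2 and 3, and 10950277, 9706906 and 92323879 in mole DRG 1, 2 and 3. Counts were tested with edgeR 4.0.16, with filterByExpr, TMM factors and the quasi-likelihood test, and 18078 genes passed the filter. A gene was called different at a Benjamini-Hochberg adjusted p under 0.05. Levels are CPM, counts scaled to the library total with the TMM factors, given as mean ± SD over the libraries of a ganglion, and log2 fold changes are TG over DRG with their standard error (SE). Groups of genes were compared with 37 lists set before the data were examined, and 1 list of olfactory epithelium markers was added afterwards. Shifts of whole lists were tested with limma's camera, once with its preset correlation between genes and once with an estimated correlation. Positions are those of the mouse gene of the same symbol on GRCm38 (GENCODE M21). In counts simulated with this design, the test found 0 of 63 genes changed 2-fold, 19.7% of genes changed 4-fold and 66.7% of genes changed 8-fold. It made 0 false calls. That simulation changed 200 genes, while 4240 were called in the real data, so these shares need not carry over. With a GC trend added to the simulated mole TG libraries, false calls numbered 59, and 6 with counts adjusted for GC content.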

Currently there is no available annotated genome for the star-nosed mole, or any other member of the order Soricomorpha. As such, we mapped mRNA-Seq reads to multiple known mammalian transcriptomes iteratively. Using the Stampy algorithm [14], reads from TG and DRG were first aligned to the *Homo sapiens* transcriptome; unmapped reads were then aligned to the *Canis lupus familiaris* transcriptome, and finally to the *Mus musculus* transcriptome. This strategy successfully aligned 42%–65% of sequenced reads per sample. This is quite high, given that reads typically align at ∼87% to a well annotated genome [15]. The DESeq package [16] was employed to test for differential gene expression between the TG and DRG samples (p_adj_ < 0.05). We identified 3231 genes with significantly elevated expression in the TG and 3033 in the DRG (Figure 3*A*). 

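Genes with the largest differences between the ganglia included keratinocyte genes, higher in the mole TG, and Camp, 3 S100 genes, Hox genes and genes of itch and pain neurons, higher in the mole DRG. Of 18078 genes tested, 1899 were higher in the TG and 2341 in the DRG. Among the 10 genes with the largest rise in the TG were the keratins Krt76 and Krt5, suprabasin (Sbsn), the cornified envelope genes Lce1c and Lce1l, the secreted protease inhibitor Slpi, and Apoa1, which encodes the apolipoprotein of HDL. Slpi had a log2 fold change of 6.91, Lce1c of 6.89 and Apoa1 of 6.98, with edgeR adjusted p values of 0.00942, 0.00814 and 0.00923. Krt5, the basal layer keratin, had a log2 fold change of 7.21 (edgeR adjusted p 0.0292). That value was 3.06 in the TruSeq libraries alone and as low as 3.46 with 1 library left out. Krt5 no longer passed without mole TG 2 (0.0523), mole DRG 1 (0.114) or mole DRG 3 (0.122), with the GC adjustment (0.0515) or in the TruSeq libraries alone (0.106). DESeq2 gave no adjusted p for it or for Sbsn. Of the 10 genes with the largest rise in the TG, 7 passed with the GC adjustment and 5 in the TruSeq libraries alone. Lce1l no longer passed without mole TG 2 (0.089), mole TG 3 (0.0514), mole DRG 1 (0.0997) or mole DRG 3 (0.0699), or in the TruSeq libraries alone (0.0626), and Krt76 without mole DRG 1 (0.0953) or mole DRG 3 (0.101), or in the TruSeq libraries alone (0.0603). Sbsn, a secreted protein of the upper epidermis, stood at 374 CPM in mole TG 1 and at 1.12 and 1.13 in the other TG libraries, and it no longer passed without mole TG 1 (edgeR adjusted p 0.222), mole TG 2 (0.0568), mole DRG 1 (0.151), mole DRG 2 (0.0726) or mole DRG 3 (0.158), with the GC adjustment (0.0732) or in the TruSeq libraries alone (0.353), and passed without mole TG 3 (0.0493). Of 12 keratinocyte and surface epithelium markers, 5 were higher in the TG, and 10 were when adjusted over the list alone, with 1 higher in the DRG, and the 5 became 1 without mole TG 2, mole DRG 1 or mole DRG 3. The 10 genes with the largest rise in the DRG included Il31ra, a subunit of the interleukin-31 itch receptor, at 31.0 ± 14.4 CPM against 0.413 ± 0.280 in the TG (log2 fold change −6.23, edgeR adjusted p 0.00756). Nmu, which encodes the neuropeptide neuromedin U, had a log2 fold change of −6.02 (edgeR adjusted p 0.00772). Camp, which encodes the neutrophil peptide cathelicidin, was higher in the DRG by edgeR (−7.21, adjusted p 0.0102) and stood at 174, 10.3 and 40.5 CPM in mole DRG 1, 2 and 3. S100a9, a calcium-binding protein of neutrophils, had a log2 fold change of −6.28 (edgeR adjusted p 0.017) and no longer passed without mole TG 2 (0.0616), mole TG 3 (0.0612), mole DRG 1 (0.0628) or mole DRG 3 (0.0608). S100a8 and S100a12, of the same family, had log2 fold changes of −5.53 and −6.13 (edgeR adjusted p 0.0205 and 0.0228), and each passed in 2 of 6 tests with 1 library left out.

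Of 14 marrow, bone and cartilage markers, 3 were higher in the DRG and 0 in the TG, and 3 in each when adjusted over the list alone, with a median log2 fold change of 0.65 and a mean of −0.44. Of 15 markers of macrophages and other immune cells, 5 were higher in the TG and 2 in the DRG, and 6 and 2 when adjusted over the list alone. The epithelium list gave an adjusted p of 0.00611 by limma's camera with the preset correlation and 0.392 with an estimated one, the marrow list 0.838 and 0.884, and the macrophage list 0.0434 and 0.291. Every library of 1 ganglion lay above every library of the other for 7980 of 18078 genes (44.1%), where chance gives 10%. With only the 4 TruSeq libraries, 906 genes were higher in the TG and 1939 in the DRG, and 2104 of the 4240 calls were kept. With counts adjusted for the GC content of each gene, 806 and 1370 genes passed, and 1763 of the 4240 calls were kept. The calls in the TG numbered 2306, 209 and 391 without mole TG 1, 2 and 3, and 203, 3546 and 253 without mole DRG 1, 2 and 3. Those in the DRG numbered 3619, 200 and 454 without mole TG 1, 2 and 3, and 385, 3490 and 443 without mole DRG 1, 2 and 3. With each library left out in turn, 350 of the 4240 calls passed every time, and all 4240 kept their direction. The direction could hardly change. For 4224 of the 4240 calls every library of 1 ganglion lay above every library of the other.

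**Figure D1:**
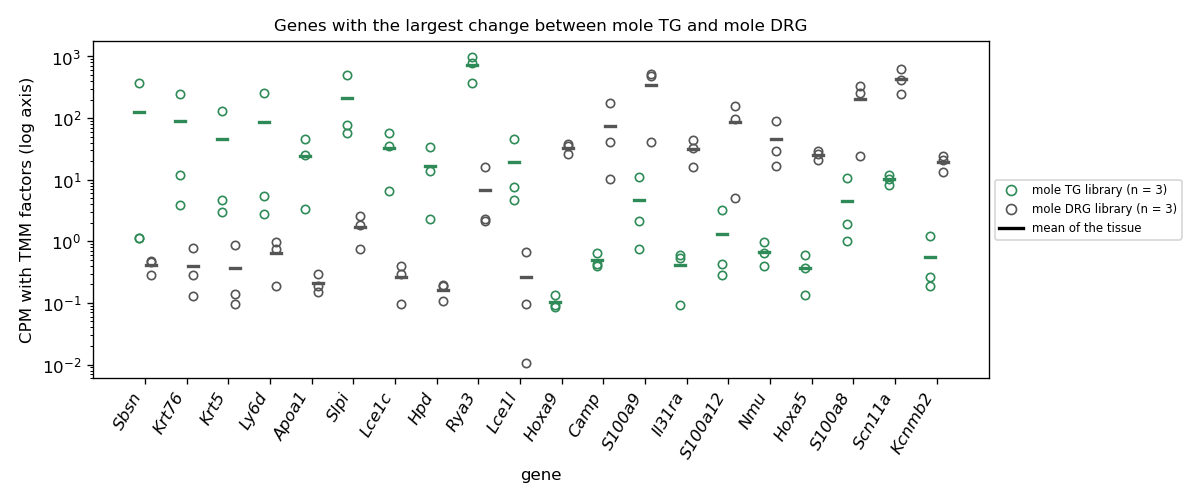
CPM (log axis) of the 10 genes with the largest rise in the mole TG and the 10 with the largest rise in the mole DRG, 1 point per library, 3 libraries per ganglion, bars at the means. Krt76, Krt5 and Sbsn are highest in mole TG 1.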

We hypothesized that a number of these genes also differ between mouse TG and DRG, due to the different organ structures, localization, target organ innervation patterns, central and peripheral circuitry and support cells of these ganglia. We carried out a parallel transcriptional profiling analysis of TG and DRG in the mouse and found 51 genes that show significantly higher expression in both the mouse and mole TG compared to DRG and 72 genes more highly expressed in both mouse and mole DRG. For example, Hoxd1 is required for normal nociceptor innervation of thoracic and cervical spinal cord levels [17], and shows significantly higher expression in both mole and mouse DRG (fold change in DRG vs TG: star-nosed mole = 4.76, p_adj_ = 9.26*10^−5^, mouse = 1.5, p_adj_ = 0.034).

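Mouse TG and DRG were profiled so that genes differing between the ganglia of both species could be found. The authors deposited read counts for 26125 mouse genes in 2 libraries per ganglion, made with the TruSeq kit and read on the HiSeq. A further mouse library of each ganglion was not used here. Total counts were 126677697 and 147076817 in the libraries labelled TG and 125816358 and 90548941 in those labelled DRG. The mouse counts were tested as the mole counts were, over 21394 genes, and 14817 genes were tested in both species. Whether a change differed between the species was tested with an interaction in 1 fit of all 10 libraries, over 21580 genes. That fit scales the libraries of both species together, so its differences need not equal those between the separate log2 fold changes. Ganglia of the mouse are named by library label, as genes of body position and of myelin in these libraries ran against the mole ones. In simulated counts, the mouse test found 31.2% of genes changed 2-fold and 74.6% of genes changed 4-fold, with 33 false calls among 21012 genes tested. The interaction test found 3.77% of genes changed 4-fold and 42.9% of genes changed 8-fold, with 1 false call. Recovery may differ in the real data, where that test gave 3671 calls.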

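By library label, skeletal muscle genes were higher in the TG of both species, and the cold channel gene Trpm8 was higher in both DRG. In the mouse, 240 genes were higher in libraries labelled TG and 258 in those labelled DRG. By label, genes higher in the TG of mole and mouse numbered 7, where 22.9 were expected from the calls of each species. Those higher in both DRG numbered 4, where 37.4 were expected. The 5 named among the 7 were the fast muscle genes Tnnc2 and Tnnt3 (troponins), Myh1 and Myh4 (myosin heavy chains) and Ckm (creatine kinase). Tnnc2 had log2 fold changes of 2.84 in the mole and 4.81 in the mouse (edgeR adjusted p 0.0368 and 0.0186). Myh4 had log2 fold changes of 2.46 and 5.39 (edgeR adjusted p 0.0353 and 0.00812). Of 20 skeletal muscle markers, 10 were higher in the mole TG and 9 in mouse libraries labelled TG, and 10 and 14 when adjusted over the list alone, with 0 lower in either. The list gave an adjusted p of 4.00e-05 in the mole and 2.01e-22 in the mouse by limma's camera with the preset correlation, and 0.442 and 0.238 with an estimated one. The 10 became 1 without mole TG 2, mole DRG 1 or mole DRG 3, and the 9 became 2 and 3 without mouse TG 1 and mouse TG 2 by label. The 4 genes higher in both DRG were Trpm8, Gabra5 (a GABA-A receptor subunit), Lphn2 (the adhesion receptor latrophilin 2) and Plcd4 (a phospholipase C). Gabra5 had log2 fold changes of −2.27 and −1.27 (edgeR adjusted p 0.0124 and 0.0399), and Plcd4 of −3.15 and −0.82 (0.00756 and 0.0349). With each library left out in turn, 1 of these 9 genes, Plcd4, kept its mole call every time, and 1, Myh4, its mouse call. In the mole 4 of the 9 passed with the GC adjustment and 2 in the TruSeq libraries alone, and with the GC adjustment the edgeR adjusted p was 0.068 for Tnnc2, 0.0584 for Myh4, 0.0624 for Myh1, 0.116 for Ckm and 0.0516 for Gabra5. The highest edgeR adjusted p was 0.125 for Tnnc2 (without mole TG 2), 0.135 for Myh4 (without mole DRG 3), 0.411 for Gabra5 (without mouse TG 2 by label) and 0.454 for Plcd4 (without mouse TG 2 by label).

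Genes called in opposite directions numbered 178, where 58.6 were expected. Among them the myelin genes Mag and Mbp were higher in the mole TG and in mouse libraries labelled DRG, with a mouse log2 fold change of −2.18 (edgeR adjusted p 0.00829) for Mag and −1.78 (0.0197) for Mbp. Their interaction passed edgeR's test at adjusted p values of 4.15e-05 and 0.000268, and their mouse calls were lost without mouse TG 2 by label (0.0519 and 0.142), that of Mbp also without mouse TG 1 (0.0908). Of 21 myelin and Schwann genes, 16 were higher in mouse libraries labelled DRG and 0 in those labelled TG, and 19 and 1 when adjusted over the list alone (limma's camera adjusted p 4.36e-46, and 0.123 with an estimated correlation), and the 16 became 1 and 0 without mouse TG 1 and mouse TG 2 by label. Markers of the central nervous system went the same way, with 8 of 19 higher in mouse libraries labelled DRG and 14 when adjusted over the list alone (limma's camera adjusted p 1.41e-23, and 0.123 with an estimated correlation), and the 8 became 5 without either library labelled TG. The mouse calls numbered 40 and 37 without the libraries labelled TG 1 and TG 2, and 4905 and 2302 without those labelled DRG 1 and DRG 2. Without mole TG 1, 2 and 3, genes higher in both TG numbered 13, 0 and 3, and without mole DRG 1, 2 and 3, 0, 12 and 0. Without mouse TG 1, TG 2, DRG 1 and DRG 2 by label, they numbered 1, 2, 50 and 53. Genes higher in both DRG numbered 12, 1 and 2 without mole TG 1, 2 and 3, and 1, 15 and 1 without mole DRG 1, 2 and 3. They numbered 0, 0, 66 and 75 without mouse TG 1, TG 2, DRG 1 and DRG 2 by label.

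**Figure D2:**
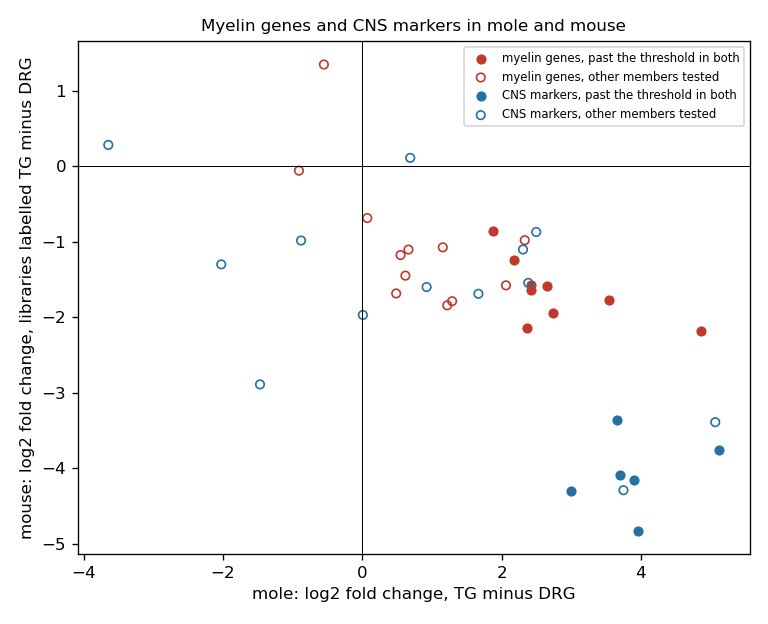
Log2 fold change, TG over DRG, in the mole (horizontal, 3 libraries per ganglion) against the mouse by library label (vertical, 2 libraries per ganglion) for myelin genes (red) and central nervous system markers (blue). Most points lie to the right of 0 and under 0.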

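Hoxd1, a homeobox gene expressed in nociceptors that sets how their axons enter the spinal cord, was higher in the mole DRG. It stood at 49.4 ± 14.1 CPM in the DRG and 11.5 ± 2.88 in the TG. Its mean was 4.76-fold higher in the DRG with counts scaled by DESeq2 size factors, and 4.3-fold with the TMM factors used for CPM. Its log2 fold change was −2.11 ± 0.35 SE (edgeR adjusted p 0.0113), and it no longer passed without mole TG 2 (0.0601) or mole DRG 1 (0.0533). In the mouse Hoxd1 stood at 33.0 ± 16.6 CPM in libraries labelled DRG, 21.3 and 44.7 in each, and at 22.0 ± 1.10 in those labelled TG. The mouse log2 fold change of −0.58 ± 0.34 SE did not pass (edgeR adjusted p 0.456), and it passed only without the library labelled mouse DRG 1 (0.000548). In the joint fit with its own scaling, the mole and mouse changes differed by −2.0 (interaction, edgeR adjusted p 0.0317). The gene lies at 74762980 to 74765142 on mouse chromosome 2. Other Hox genes, which mark position along the body, were higher in the mole DRG and in mouse libraries labelled TG. Hoxa9, expressed in the posterior trunk, stood at 33.2 ± 6.51 CPM in the mole DRG and 0.105 ± 0.0258 in the TG (log2 fold change −8.28, edgeR adjusted p 0.00293). In the mouse Hoxa9 stood at 9.03 ± 0.797 CPM in libraries labelled TG and 0.221 ± 0.0872 in those labelled DRG (edgeR adjusted p 0.00829), and its interaction had an adjusted p of 9.02e-06.

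Hoxa5, a gene of the cervical and upper thoracic body, had a log2 fold change of −6.01 in the mole and 4.8 in the mouse (edgeR adjusted p 0.00583 and 0.00829). Hoxc6, a thoracic gene, had a log2 fold change of −4.43 in the mole (edgeR adjusted p 0.00765) and stood at 7.73 ± 0.171 CPM in mouse libraries labelled TG against 0.0191 in those labelled DRG. Hoxb5 stood at 16.6 ± 2.31 CPM in mouse libraries labelled TG and had no count in either library labelled DRG. Of 33 Hox genes, 19 were higher in the mole DRG and 1 in the mole TG, the same numbers as when adjusted over the list alone (limma's camera adjusted p 2.79e-10, and 0.125 with an estimated correlation), and with 1 library left out the 19 became as few as 8 (without mole TG 2). In the mouse 25 of 33 were higher in libraries labelled TG and 0 in those labelled DRG, and 28 when adjusted over the list alone (limma's camera adjusted p 7.26e-110, and 0.123 with an estimated correlation), and the 25 became 16 and 18 without mouse TG 1 and mouse TG 2 by label. The paper had hypothesized that some genes differ in both species because the ganglia differ in structure, location, innervated targets, central and peripheral circuits and support cells, and it gives Hoxd1, required for nociceptor innervation of the spinal cord, as an example.

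**Figure D3:**
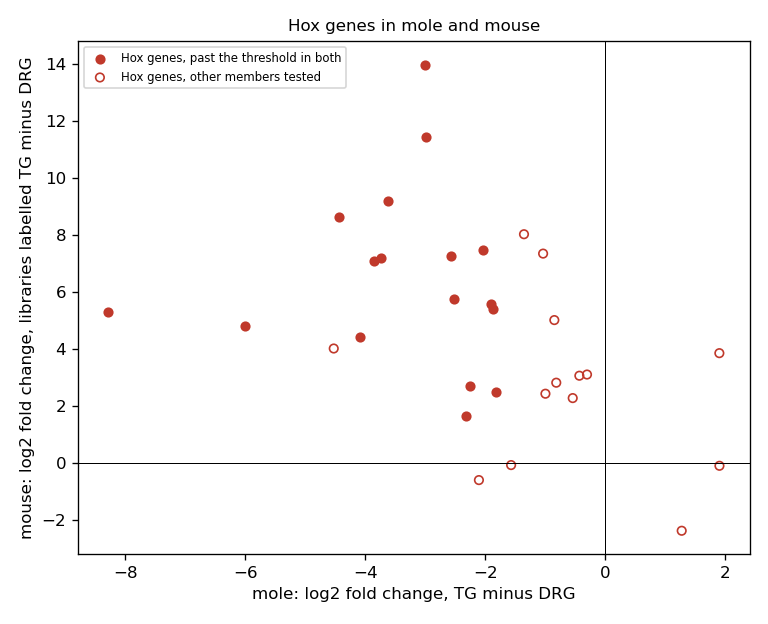
Log2 fold change, TG over DRG, of Hox genes in the mole (horizontal, 3 libraries per ganglion) against the mouse by library label (vertical, 2 libraries per ganglion), filled where edgeR's adjusted p is under 0.05 in both. Hoxb5 and Hoxc10 have no count in the mouse libraries labelled DRG, so their height depends on the prior count.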

**Figure 3:**
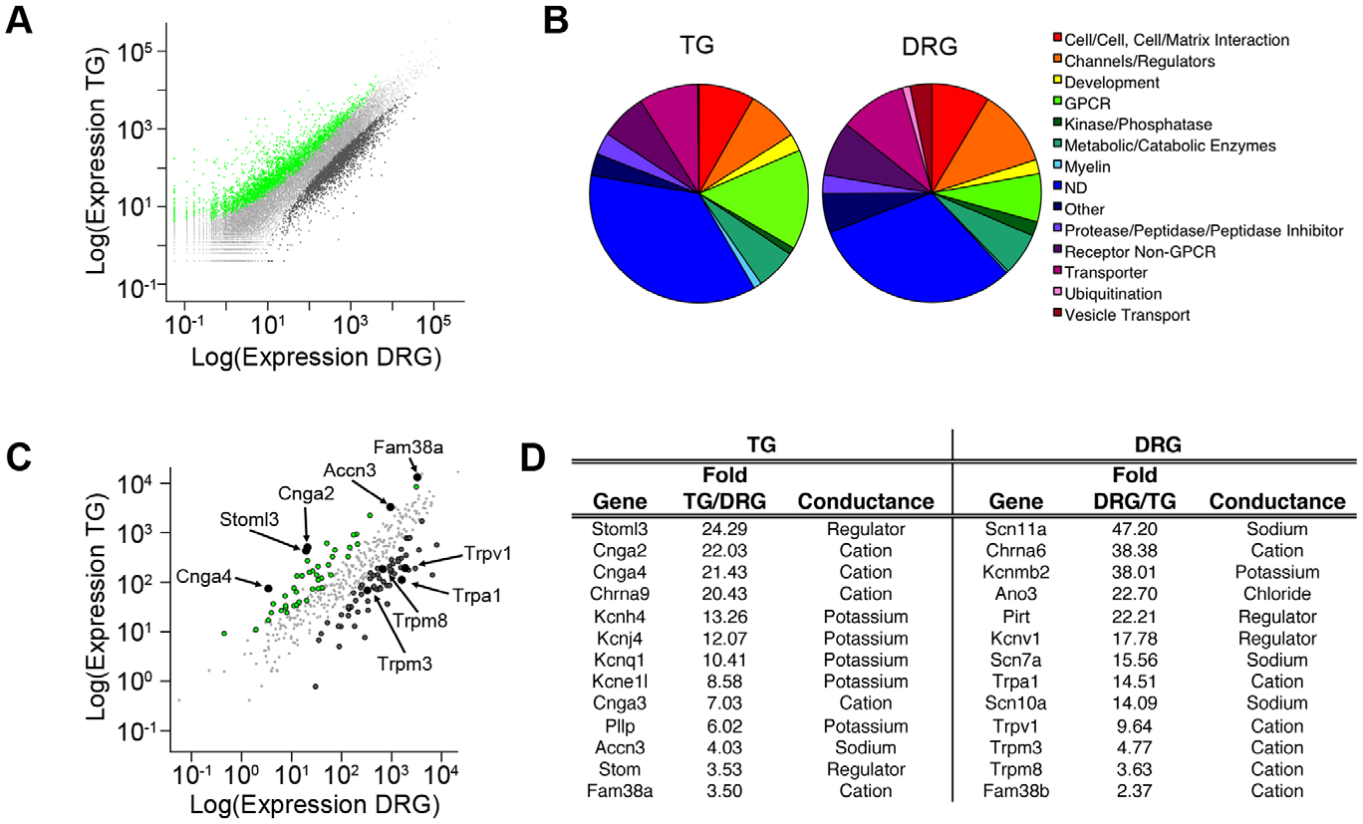
Transcriptome profiling of mole trigeminal and dorsal root ganglia. (*A)* Dot plot of expression levels of mapped genes in the star-nosed mole TG and DRG. Genes differentially expressed between TG or DRG (p_adj_< = 0.05) are shown in green and dark grey, respectively. *(B)* Gene Ontology classification of transmembrane proteins differentially expressed between the star-nosed mole TG and DRG. (*C)* Dot plot of expression levels of known ion channels in the star-nosed mole TG versus DRG. Genes differentially expressed between TG or DRG (p_adj_< = 0.05) are shown in green and dark grey, respectively. Black dots represent individual genes as labeled. (*D*) Top channels and channel regulators enriched in mole TG and DRG. This list excludes channels also differentially expressed between mouse ganglia. Table shows gene name in mouse, fold enrichment in mole, and putative ion conductance.

To identify transduction molecules, we limited our analyses to predicted membrane proteins that were not differentially expressed between mouse TG and DRG, and were more highly expressed in mole TG (788 genes) or DRG (1159 genes). The genes belong to a wide variety of classes as verified by Gene Ontology analysis (Figure *3B*). Consistent with a higher percentage of large diameter myelinated neurons, the SNM TG showed increased transcript numbers for a larger number of myelin specific transmembrane proteins compared to DRG. Conversely, DRG showed higher expression of a larger number of proteins involved in vesicle trafficking and exocytosis, consistent with an increased number of peptide releasing nociceptors.

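Genes of the myelin sheath were higher in the mole TG than in the DRG. Mag, the adhesion protein of the innermost myelin wrap, stood at 336 ± 93.3 CPM in the TG and 11.5 ± 1.15 in the DRG (log2 fold change 4.87 ± 0.33 SE, edgeR adjusted p 0.00462). Mbp, which packs the myelin membrane, stood at 1009.5 ± 117 and 86.4 ± 25.6 CPM (3.54 ± 0.31 SE, edgeR adjusted p 0.00583). Gjb1, the Schwann cell connexin 32, stood at 68.4 ± 7.04 and 13.4 ± 4.06 CPM (2.36 ± 0.32 SE, edgeR adjusted p 0.00814). Pllp, which encodes the myelin membrane protein plasmolipin, stood at 163 ± 42.0 and 24.4 ± 7.03 CPM (2.74, edgeR adjusted p 0.0077). Pmp22, another protein of compact peripheral myelin, stood at 870 ± 188 and 828 ± 170 CPM and did not pass (0.07, edgeR adjusted p 0.863), and its log2 fold change was −0.18 with the GC adjustment. Of 21 myelin and Schwann genes, 10 were higher in the TG and 1 in the DRG, and 13 and 1 when adjusted over the list alone (limma's camera adjusted p 1.23e-10, and 0.205 with an estimated correlation).

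Of 19 markers of central nervous system glia and neurons, 9 were higher in the TG and 2 in the DRG, and 12 and 2 when adjusted over the list alone. By limma's camera that list had an adjusted p of 8.74e-05, and 0.291 with an estimated correlation, and the 9 became 4 without mole DRG 1 or mole DRG 3. Gfap, the astrocyte filament that satellite and non-myelinating Schwann cells also carry, stood at 299 ± 134 CPM in the TG and 19.3 ± 10.0 in the DRG (log2 fold change 3.96 ± 0.56 SE, edgeR adjusted p 0.00824). Klk6, an oligodendrocyte protease, stood at 332 ± 33.1 and 25.6 ± 3.94 CPM (3.69, edgeR adjusted p 0.00462). Mog, a protein of central myelin, had a log2 fold change of 2.99 (edgeR adjusted p 0.0241) and no longer passed without mole TG 2 (0.0509), mole TG 3 (0.0696), mole DRG 1 (0.0573) or mole DRG 3 (0.0841). Of 18 satellite and non-myelinating Schwann cell genes, 4 were higher in the TG and 5 in the DRG, and 4 and 6 when adjusted over the list alone (limma's camera adjusted p 0.868, and 0.944 with an estimated correlation). Sox10, the transcription factor of neural crest glia, had a log2 fold change of 2.16 (edgeR adjusted p 0.00829), and with the GC adjustment it did not pass (0.91, 0.163).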

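Genes of synaptic vesicles and of peptide-filled dense-core granules were higher in the mole DRG. Synpr, a membrane protein of synaptic vesicles, stood at 209 ± 62.0 CPM in the DRG and 16.8 ± 7.52 in the TG (log2 fold change −3.63 ± 0.43 SE, edgeR adjusted p 0.00756). Napb, which takes SNARE complexes apart after fusion, had a log2 fold change of −3.33 (edgeR adjusted p 0.00814), and the calcium sensor Syt9 one of −3.14 (0.00824). Snap25, the neuronal SNARE protein of exocytosis, stood at 1696 ± 455 and 482 ± 74.8 CPM (−1.82 ± 0.30 SE, edgeR adjusted p 0.0109), and it no longer passed without mole TG 2 (0.0584) or with the GC adjustment (0.0512). Vamp2, its vesicle partner, stood at 723 ± 118 and 533 ± 152 CPM and did not pass (−0.44, edgeR adjusted p 0.283). Of 89 genes of vesicle traffic and exocytosis, 36 were higher in the DRG and 6 in the TG, and 40 and 7 when adjusted over the list alone (limma's camera adjusted p 1.63e-06, and 0.320 with an estimated correlation). The 36 became 5, 8, 7 and 7 without mole TG 2, mole TG 3, mole DRG 1 and mole DRG 3. Scg2, a granin of dense-core granules, stood at 322 ± 22.6 CPM in the DRG and 34.0 ± 2.46 in the TG (−3.24 ± 0.24 SE, edgeR adjusted p 0.00462). Pam, the enzyme that amidates neuropeptides, had a log2 fold change of −3.08 (edgeR adjusted p 0.00481), and the peptide-processing enzyme Cpe did not pass (−0.72, 0.158). Of 24 neuropeptide and granule genes, 11 were higher in the DRG and 4 in the TG, and 11 and 5 when adjusted over the list alone (limma's camera adjusted p 0.00644, and 0.125 with an estimated correlation), and the 11 became as few as 4 (without mole TG 2 or mole TG 3). Of 15 genes expressed by most neurons, Snap25 among them, 4 were higher in the DRG and 0 in the TG, the same numbers as when adjusted over the list alone (limma's camera adjusted p 0.0183, and 0.442 with an estimated correlation).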

In mechanosensory cells, ion channels underlie the transduction of mechanical stimuli into electrical signals. 

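Voltage-gated sodium channels were mostly higher in the mole DRG, TRP channels were more often higher in the DRG than in the TG, and potassium channels went both ways. Of 14 sodium channel genes, 10 were higher in the DRG and 1 in the TG, and 11 and 1 when adjusted over the list alone (limma's camera adjusted p 2.51e-08, and 0.108 with an estimated correlation), and the 10 became as few as 4 (without mole TG 2). Scn7a, the sodium-sensing channel found in sensory neurons and glia, had a log2 fold change of −3.80 (edgeR adjusted p 0.0123) and no longer passed without mole TG 2 (0.0568) or mole TG 3 (0.0515). Scn3a, a channel of embryonic and injured neurons, had one of −3.10 (edgeR adjusted p 0.00756). Of 20 TRP channel genes, 9 were higher in the DRG and 2 in the TG, the same numbers as when adjusted over the list alone (limma's camera adjusted p 0.000168, and 0.108 with an estimated correlation), and the 9 became as few as 4 (without mole TG 2 or mole TG 3). Trpc1 and Trpc4, receptor-operated cation channels, had log2 fold changes of −3.23 and −3.55 (edgeR adjusted p 0.0138 and 0.00756), and Trpc1 no longer passed without mole TG 2 (0.0643) or mole TG 3 (0.0542). Of 84 potassium channel genes, 14 were higher in the DRG and 8 in the TG, and 16 and 9 when adjusted over the list alone (limma's camera adjusted p 0.427, and 0.673 with an estimated correlation). Kcnmb2, which inactivates the BK channel, had a log2 fold change of −5.23 (edgeR adjusted p 0.00817), and Kcnj4, the inward rectifier Kir2.3, rose by 3.72 in the TG (0.00756). Kcnh4, an Elk-type channel, rose by 3.84 (edgeR adjusted p 0.0224). It no longer passed without mole TG 2 (0.0712), mole TG 3 (0.0637), mole DRG 1 (0.0868) or mole DRG 3 (0.065), or in the TruSeq libraries alone (0.0719). Kcnq1, known from heart and epithelium, rose by 3.49 (edgeR adjusted p 0.0381). It did not pass without mole TG 2 (0.101), mole TG 3 (0.115), mole DRG 1 (0.115) or mole DRG 3 (0.135), with the GC adjustment (0.0654) or in the TruSeq libraries alone (0.0601).

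Of 54 ligand-gated channel genes, 14 were higher in the DRG and 1 in the TG, and 15 and 2 when adjusted over the list alone (limma's camera adjusted p 0.00684, and 0.125 with an estimated correlation), and the 14 became as few as 1 (without mole TG 2). The glycine-gated NMDA subunit gene Grin3b rose by 2.76 in the TG (edgeR adjusted p 0.00814) and did not pass with the GC adjustment (0.0558). Of 25 voltage-gated calcium channel genes, 3 were higher in the DRG and 0 in the TG, and 2 and 0 when adjusted over the list alone (limma's camera adjusted p 0.670, and 0.725 with an estimated correlation). Cacna2d1, the calcium channel subunit bound by gabapentin, had a log2 fold change of −3.49 (edgeR adjusted p 0.0161) and no longer passed without mole TG 2 (0.0643), mole TG 3 (0.0552), mole DRG 1 (0.0569) or mole DRG 3 (0.0623). Of the channels the study itself lists, 17 of 18 DRG channels were higher in the DRG and 12 of 16 TG channels in the TG, and 17 and 16 when adjusted over each list alone, and they became as few as 10 (without mole TG 2) and 5 (without mole DRG 1). Those lists gave adjusted p values of 7.39e-22 and 7.06e-12 by limma's camera, and 0.108 and 0.125 with an estimated correlation. They were chosen on these samples, so they are not independent evidence. None of the list shifts in the mole or the mouse passed with an estimated correlation. That held even where the estimate was near or under the preset 0.01. By limma's camera, the mouse nonpeptidergic list, estimated at 0.0147, went from an adjusted p of 2.27e-28 to 0.123. The mole peptidergic list, estimated at −0.0386, went from 1.23e-10 to 0.0725. Correlation between genes cannot account for those losses, so failing this version is not evidence against a shift.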

We therefore focused on genes that encode ion channels or channel modulators and are significantly enriched in the DRG or TG (Figure 3*C–D*). 

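Channels that nociceptors use to detect heat, cold and irritants, and to fire, were higher in the mole DRG. Scn11a, the sodium channel Nav1.9 of small nociceptors, stood at 431 ± 187 CPM in the DRG and 10.2 ± 2.01 in the TG (log2 fold change −5.40 ± 0.44 SE, edgeR adjusted p 0.00481). Scn10a, which encodes the tetrodotoxin-resistant channel Nav1.8, stood at 529 ± 160 and 41.3 ± 26.6 CPM (−3.68 ± 0.52 SE, edgeR adjusted p 0.00817). Trpa1, the receptor for mustard oil and other irritants, stood at 106 ± 36.3 and 8.11 ± 0.268 CPM (−3.70 ± 0.34 SE, edgeR adjusted p 0.00583). Trpv1, the heat and capsaicin receptor, stood at 125 ± 9.69 and 14.3 ± 4.50 CPM (−3.13 ± 0.33 SE, edgeR adjusted p 0.00756). Trpm3, a second heat-activated channel, stood at 21.9 ± 5.53 and 5.00 ± 1.55 CPM (−2.14 ± 0.40 SE, edgeR adjusted p 0.0136), and no longer passed without mole TG 2 (0.0663), mole TG 3 (0.0555) or mole DRG 3 (0.0568). Trpm8, the cold and menthol receptor, stood at 44.2 ± 9.79 and 13.6 ± 4.50 CPM (−1.70 ± 0.36 SE, edgeR adjusted p 0.0186), and did not pass without mole TG 2 (0.0744), mole TG 3 (0.055), mole DRG 1 (0.0727) or mole DRG 3 (0.0701), or in the TruSeq libraries alone (0.0549). Fam38b, now Piezo2, the stretch-activated channel of touch neurons, stood at 273 ± 71.3 CPM in the DRG and did not pass (−1.15 ± 0.56 SE, edgeR adjusted p 0.169). Its TG libraries stood at 245 (mole TG 1), 61.3 and 63.2 CPM, and without mole TG 1 it passed with an edgeR adjusted p of 0.00849. Trpv1 lies at 73234292 to 73261242 on mouse chromosome 11, and Scn10a and Scn11a lie beside each other on chromosome 9.

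**Figure D4:**
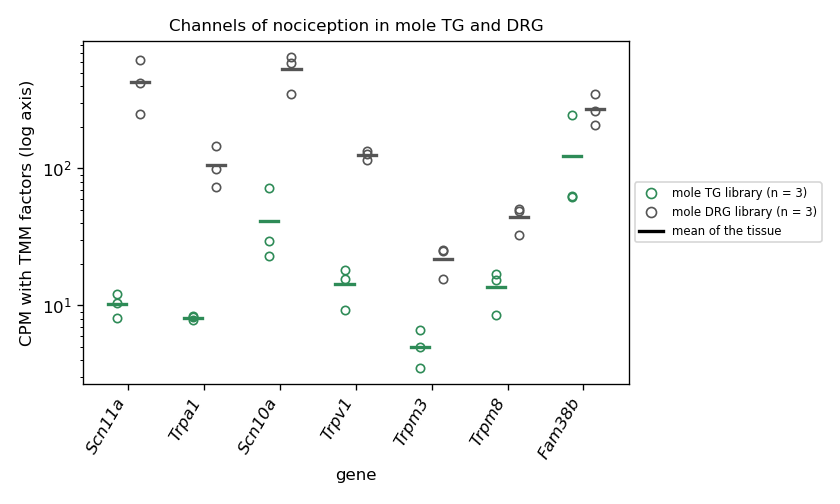
CPM (log axis) of nociception channel genes and Fam38b in each mole library, 3 libraries per ganglion. For Fam38b the mole TG 1 library lies among those of the DRG.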

The DRG-enriched genes include a number of channels implicated in nociception including: the tetrodotoxin-insensitive sodium channels Nav1.8 (Scn10a) and Nav1.9 (Scn11a; [18], [19]), the cold-sensitive ion channel Trpm8 [10], the heat-sensitive channel Trpm3 [20], the irritant receptor Trpa1 [11], [21], the heat- and capsaicin-receptor Trpv1 [22] and the putative mechanosensitive channel Piezo2 (Fam38b; [23], [24]).

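Genes of an acid-sensing channel, a Piezo channel and the olfactory cyclic nucleotide-gated channel were higher in the mole TG. Accn3, the acid-sensing channel ASIC3 of large and muscle afferents, stood at 966 ± 186 CPM in the TG and 221 ± 34.5 in the DRG (log2 fold change 2.13 ± 0.27 SE, edgeR adjusted p 0.0077). Fam38a, the stretch-activated channel Piezo1, had a log2 fold change of 1.94 ± 0.27 SE (edgeR adjusted p 0.00814). Cnga2, the principal cyclic nucleotide-gated subunit of olfactory neurons, stood at 31.9 ± 18.6 and 1.37 ± 1.02 CPM (4.60 ± 0.76 SE, edgeR adjusted p 0.011), and no longer passed without mole DRG 1 (0.0553). Of 15 olfactory epithelium markers, 11 were also higher in the TG (median log2 fold change 3.73), among them Omp (5.04). Cnga3, the cone photoreceptor subunit, stood at 11.8 ± 5.89 and 1.62 ± 1.83 CPM and did not pass (2.92 ± 0.94 SE, edgeR adjusted p 0.0579). Accn3 and Fam38a kept their calls with any 1 library left out. Their symbols had no GC value, so the GC adjustment left both genes unchanged and did not test their calls. Of 34 mechanotransduction candidates, 6 were higher in the TG and 4 in the DRG, and 9 and 4 when adjusted over the list alone (limma's camera adjusted p 0.427, and 0.541 with an estimated correlation). Of 6 other cyclic nucleotide-gated and HCN channel genes, 0 were higher in the TG and 2 in the DRG, and 1 and 2 when adjusted over the list alone (limma's camera adjusted p 0.315, and 0.468 with an estimated correlation).

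**Figure D5:**
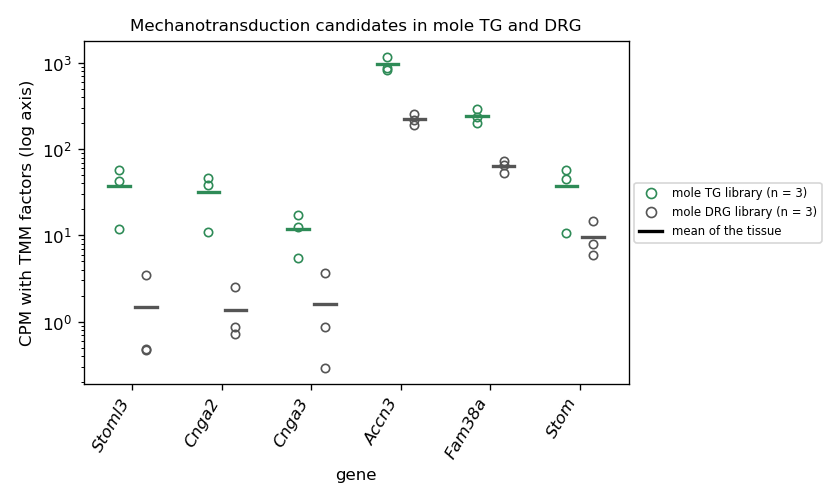
CPM (log axis) of the candidate touch channel genes and the stomatin genes in each mole library, 3 libraries per ganglion. Cnga2 and Stoml3 are lowest of the TG libraries in mole TG 1.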

Several ion channels previously implicated in mechanotransduction were enriched in the TG, including: ASIC3 (Accn3), a homologue of the MEC4/10 channels which transduce mechanosensitive currents in *Caenorhabditis elegans* [25], Piezo1 (Fam38a), a mechanosensitive channel expressed in mouse kidney, lung and skin [23], Cnga2, a cyclic-nucleotide-gated channel required for mechanical- and odorant-evoked responses in olfactory neurons [26], and Cnga3 which plays a role in inflammatory hypersensitivity to thermal and mechanical stimuli [27]. In addition, we observed significantly higher expression in the TG of Stoml3 and Stom, homologues of the *Caenorhabditis elegans mec-2* gene that modulates mechanosensitive channels [28]; both of these proteins have also been implicated in light touch detection in mammals [29]. These data show that by comparing the star-nosed mole DRG and TG transcriptome we can classify channels and signaling molecules as either pain, or light touch candidate transducers.

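Stoml3, a stomatin-like protein that many mouse mechanoreceptors need to respond to touch, was higher in the mole TG. It stood at 37.4 ± 23.3 CPM in the TG and 1.49 ± 1.75 in the DRG (log2 fold change 4.74 ± 0.99 SE, edgeR adjusted p 0.0177). With the GC adjustment its log2 fold change was 5.25 (edgeR adjusted p 0.0248). Stoml3 was at 11.8, 57.3 and 43.1 CPM in mole TG 1, 2 and 3, and it no longer passed without mole TG 2 (0.0643), mole TG 3 (0.0535), mole DRG 1 (0.0727) or mole DRG 3 (0.0678). Its log2 fold change was 6.24 without mole DRG 2. The olfactory neuron marker Omp was higher in the same ganglion (log2 fold change 5.04, edgeR adjusted p 0.0116). Stom, the membrane protein stomatin that modulates acid-sensing channels, stood at 37.8 ± 24.1 and 9.48 ± 4.46 CPM and did not pass (1.99 ± 0.63 SE, edgeR adjusted p 0.0554). Without mole TG 1 Stom passed (edgeR adjusted p 0.0121), as it did in the TruSeq libraries alone (0.0469). Stoml3 lies at 53488653 to 53508502 on mouse chromosome 3, and Stom at 35313986 to 35336976 on chromosome 2.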

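Markers of touch neurons were split between the ganglia of the mole. Of 27 low-threshold mechanoreceptor genes, 4 were higher in the TG and 7 in the DRG, the same numbers as when adjusted over the list alone (limma's camera adjusted p 0.171, and 0.541 with an estimated correlation). Maf, a transcription factor that rapidly adapting touch neurons require, had a log2 fold change of 1.45 (edgeR adjusted p 0.0107) and no longer passed without mole TG 2 (0.0572), mole DRG 1 (0.0562) or mole DRG 3 (0.0511). Ret, the receptor of early touch neurons and of nonpeptidergic nociceptors, stood at 674 ± 214 CPM in the DRG and 113 ± 27.7 in the TG (−2.58, edgeR adjusted p 0.00814). Calb1, a calcium buffer of some touch afferents, had a log2 fold change of −3.58 (edgeR adjusted p 0.00756). Of 10 proprioceptor genes, 1 was higher in each ganglion, and 1 in the TG and 2 in the DRG when adjusted over the list alone (limma's camera adjusted p 0.260, and 0.624 with an estimated correlation). Etv1, the transcription factor of muscle spindle afferents, was higher in the DRG (−3.43, edgeR adjusted p 0.00814). Whrn, a scaffold protein of proprioceptor endings, was higher in the TG (1.17, edgeR adjusted p 0.0167), and with the GC adjustment its log2 fold change was −0.13. The gene no longer passed without mole TG 2 (0.0872), mole TG 3 (0.0686), mole DRG 1 (0.071) or mole DRG 3 (0.0671), or in the TruSeq libraries alone (0.0504). Of 9 markers of unmyelinated touch fibres, edgeR called 0, with 5 under an unadjusted p of 0.05, and DESeq2 called 1 in the TG and 3 in the DRG. Adjusted over the list alone, 1 of those 9 was higher in the TG and 3 in the DRG (limma's camera adjusted p 0.427, and 0.695 with an estimated correlation). From nociception channels in the DRG and touch-related channels in the TG, the paper concludes that comparing the ganglia can sort channels and signaling molecules into candidate transducers of pain or of light touch.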

To validate our high-throughput expression analysis, we performed quantitative PCR (qPCR) on several of the signaling molecules enriched in the TG and DRG (Figure 4*A*). As expected, qPCR of Fam38a, Cnga2 and Stoml3 showed higher expression in the TG, while Trpa1 and Trpv1 were more highly expressed in the DRG, though differences in Fam38a expression were not significant. We also analyzed expression of CNGA2 protein in mole sensory ganglia and the star. Consistent with a role in light touch detection, and our transcriptome profiling, immunofluorescence analysis of mole sensory ganglia stained with antibodies against CNGA2 showed a higher percentage of CNGA2-positive neurons in the TG as compared to the mole DRG (Figure 4 *B–D*); these cells also displayed robust NF200 immunoreactivity. To determine if Cnga2 is expressed in mole TG neurons that project to the star, we examined Cnga2 staining in the fibers that innervate the star. Indeed, Eimer’s organs are densely innervated by CNGA2-positive fibers, the vast majority (>90%) of which are also NF200-positive (Figure 4*E–F*). These data show that our transcriptome expression analysis can indeed identify novel candidate transducers that are enriched in light touch neurons of the star-nosed mole.

**Figure 4:**
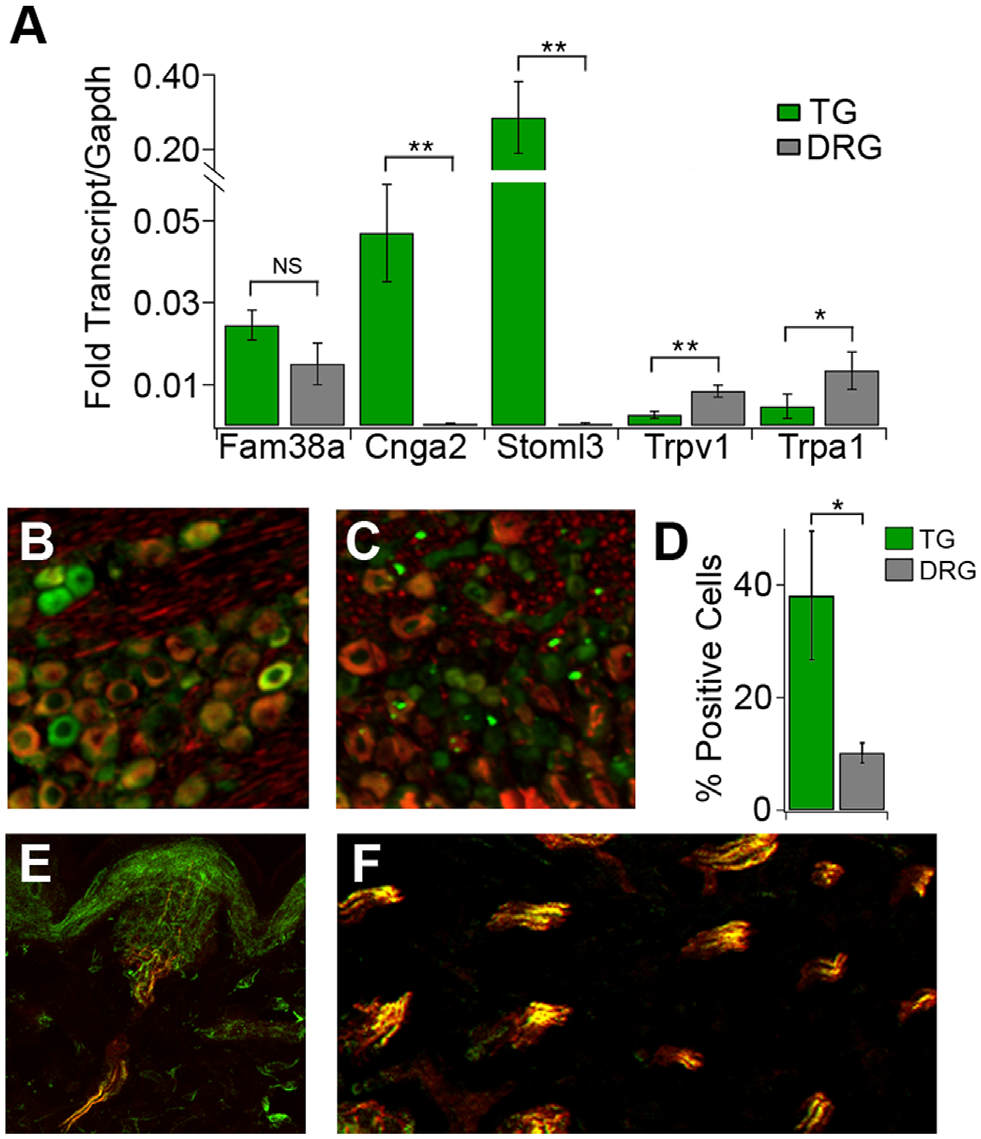
Expression analysis of candidate touch and pain transducers. (*A*) qPCR analysis of selected transcripts in TG (green) and DRG (grey). Results show average expression normalized to Gapdh (n = 3 samples/tissue). (B-F) Images of star-nosed mole tissue stained with antibody against CNGA2 (green) and NF200 (red). (*B*) Trigeminal ganglia (TG) show stronger staining for CNGA2 than (*C*) dorsal root ganglia (DRG). (*D*) Percentage of total neurons stained positive for CNGA2 in TG (green) and DRG (grey) n = 4 sections/tissue. (*E*) Cross section of a single Eimer’s organ and (*F*) nerve tracts innervating multiple Eimer’s organs show strong CNGA2 staining and high overlap with NF200 staining. Error bars represent s.e.m. **p< 0.01, *p< 0.05, NS = p>0.05 by one way ANOVA).

### Candidate Touch Transducers in the Mouse Somatosensory System

Definitive evidence for the involvement of a gene in mechanotransduction must come from functional assays. Unfortunately, such assays are not possible in star-nosed moles. We thus examined expression of the most TG- and DRG-enriched channels in mouse sensory ganglia. ∼85% of these channels were detected in mouse TG and DRG by RT-PCR (Figure 5*A*). Many of these channels have not been previously implicated in mammalian somatosensory transduction. qPCR of mouse ganglia also demonstrated expression of the TG-enriched ion channels Cnga2, Cnga3, Cnga4, and Fam38a, as well as the DRG-enriched TRPA1 and TRPV1 (Figure 5*B*). Overall, these channels represent excellent candidates to probe in the more tractable mouse model.

**Figure 5:**
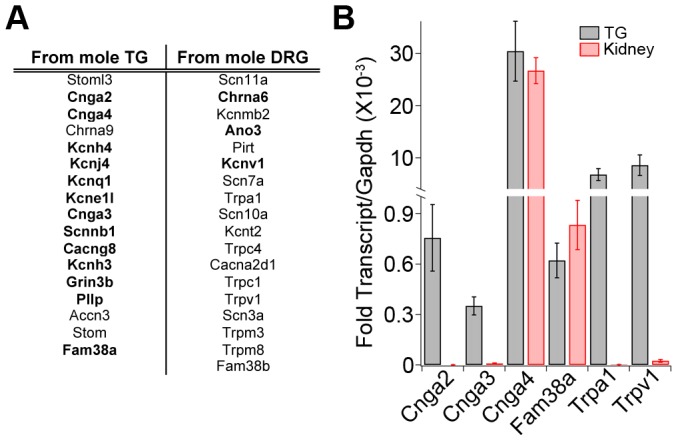
Expression of candidate transducers in mouse ganglia. *(A)* Ion channels enriched in mole TG and DRG that were amplified by RT-PCR from mouse TG and DRG. All genes were amplified independently from TG and DRG samples isolated from two mice. Channels shown in bold are candidates that have not been previously reported as expressed in somatosensory neurons. (B) qPCR analysis of selected genes in mouse TG and kidney. Results show average expression normalized to Gapdh (n = 3). Error bars represent s.e.m.

## Discussion

Despite intensive study in recent years, the molecular basis of mechanotransduction remains poorly understood and few mechanically gated ion channels have been identified. Here we take a new approach by investigating the hypertrophied mechanosensory epidermis of the star-nosed mole. We showed that the dense innervation of the star by myelinated light touch fibers originates from a specialized trigeminal system. In general, the mammalian somatosensory system is broadly tuned to detect a diverse array of innocuous and noxious stimuli. Unlike other mammalian somatosensory ganglia, or even the star-nosed mole DRG that innervate the body, the star-nosed mole TG contain relatively few classical nociceptors (Figure 1*E–F*, 2*B*). Thus, the high tactile acuity of the star may arise at the expense of thermal and chemical sensitivity, as the lack of peptidergic C-fibers and nociceptive molecules (*e.g.* TRPA1 and TRPV1) may affect the ability of the star to detect irritants and other noxious stimuli. Consistent with this, topical application of capsaicin to the hindpaw elicits nocifensive responses similar to those reported in rodents, but application to the star evokes no obvious behaviors (n = 3 animals).

The star-nosed mole has adapted a new strategy for achieving high tactile acuity, namely a cellular and molecular specialization of the trigeminal ganglia that innervate the star. We exploited this specialization to identify molecules enriched in the DRG and TG. Transcript analysis offers an unbiased approach to identify genes of interest, but is usually restricted to organisms for which genome information is widely available. Since there is no annotated genome data for the star-nosed mole, or any close relative, we used iterative mapping to assign the identity of reads. The use of this approach to identify novel players in touch and pain is validated by the differential expression of molecules already known to play keys roles in pain transduction in the DRG, and genes implicated in innocuous touch transduction in the TG. For example, TRPV1 in nociceptors and Stoml3 in touch neurons.

RNASeq analysis revealed an enrichment of nociceptive transcripts in the mole DRG versus the TG. For example, TRPV1 expression is ∼10-fold higher in the mole DRG than the TG and Cnga2 levels are ∼20-fold higher in the mole TG versus DRG (Figure 3*D*). 

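Genes of peptidergic nociceptors, which signal pain and itch with released peptides, were higher in the mole DRG. Tac1, the precursor of substance P, stood at 2216 ± 886 CPM in the DRG and 134 ± 60.3 in the TG (log2 fold change −4.04 ± 0.47 SE, edgeR adjusted p 0.00756). Calca, which encodes CGRP, stood at 821 ± 158 and 97.5 ± 29.7 CPM (−3.08 ± 0.32 SE, edgeR adjusted p 0.00756). Osmr, the oncostatin receptor that pairs with the interleukin-31 receptor in itch neurons and a member of the nonpeptidergic list below, had a log2 fold change of −4.49 (edgeR adjusted p 0.0105). Prph, the filament of small-diameter neurons, stood at 1494 ± 352 CPM in the DRG and 1492 ± 404 in the TG, and did not pass (edgeR adjusted p 0.998), though with the GC adjustment it passed as higher in the DRG (log2 fold change −1.10, 0.0359). Nefh, the heavy filament of large myelinated neurons, stood at 2785 ± 998 and 2105 ± 657 CPM and did not pass (−0.40, edgeR adjusted p 0.421). Of 14 peptidergic nociceptor genes, 10 were higher in the DRG and 0 in the TG, and 10 and 1 when adjusted over the list alone. The 10 became 6 without mole TG 2, mole TG 3 or mole DRG 1. The peptidergic list had an adjusted p of 1.23e-10 by limma's camera, and 0.0725 with an estimated correlation. Of 13 nonpeptidergic nociceptor genes, 4 were higher in the DRG and 0 in the TG, and 6 and 0 when adjusted over the list alone (limma's camera adjusted p 0.0102, and 0.236 with an estimated correlation), and the 4 became as few as 2 (without mole TG 2). Of 9 thermal and irritant channel genes, 4 were higher in the DRG and 1 in the TG, the same numbers as when adjusted over the list alone (limma's camera adjusted p 0.00142, and 0.205 with an estimated correlation).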

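The capsaicin receptor gene Trpv1 and the olfactory channel gene Cnga2 were called in opposite directions in the mole. Between means of counts scaled by DESeq2 size factors, Trpv1 was 9.64-fold higher in the DRG and Cnga2 22.0-fold higher in the TG. The marker of olfactory neurons Omp was higher in the TG as well (log2 fold change 5.04, edgeR adjusted p 0.0116). Cnga2 was at 11.0, 46.8 and 38.0 CPM in mole TG 1, 2 and 3 and at 0.855, 2.54 and 0.711 in mole DRG 1, 2 and 3, and without mole DRG 2 its log2 fold change was 5.32. With the GC adjustment Cnga2 had a log2 fold change of 5.12 (edgeR adjusted p 0.0158). In the mouse, Trpv1 stood at 128 ± 4.18 CPM in libraries labelled TG and 54.0 ± 4.29 in those labelled DRG (log2 fold change 1.24 ± 0.13 SE, edgeR adjusted p 0.016). The mole and mouse changes of Trpv1 differed by −4.84 in the joint fit, scaled apart from the separate fits (interaction, edgeR adjusted p 0.00023). The mouse call of Trpv1 was lost without the library labelled mouse TG 1 (0.141) or mouse TG 2 (0.161).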

Some of this enrichment can be accounted for by the varying numbers of neuronal subtypes in the DRG and TG as measured by functional imaging and histology. However, while we see 10–20 fold differences in transcript levels between the DRG and TG, the number of TRPV1- or Cnga2-positive cells only varies by ∼3-fold (Figure 2*B*, 4*D*). These findings suggest that expression differences between ganglia may arise from both a shift in the number of nociceptors, as well as expression differences within any given neuronal subtype.

We identified a number of novel candidate genes enriched in mole TG that may mediate mammalian somatosensory mechanotransduction. 

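Cnga2 and Cnga4, 2 subunits of the olfactory cyclic nucleotide-gated channel, were higher in the mole TG, and Cngb1, the other subunit, did not pass. Cnga4, the subunit that modulates the olfactory channel, stood at 5.51 ± 3.83 CPM in the TG and 0.253 ± 0.375 in the DRG (log2 fold change 4.66 ± 1.25 SE, edgeR adjusted p 0.0344). It no longer passed without mole TG 2 (0.123), mole TG 3 (0.0844), mole DRG 1 (0.102) or mole DRG 3 (0.124), with the GC adjustment (0.0513), or in the TruSeq libraries alone (0.0571). Cngb1 stood at 16.7 ± 9.78 and 3.82 ± 2.95 CPM (2.15 ± 0.74 SE, edgeR adjusted p 0.0696), and it passed without mole TG 1 (0.0251) or mole DRG 2 (0.0285). Omp, the marker of mature olfactory neurons, stood at 71.5 ± 51.0 and 2.23 ± 1.53 CPM (5.04 ± 0.86 SE, edgeR adjusted p 0.0116), with 14.9, 114 and 85.6 in mole TG 1, 2 and 3. Omp no longer passed without mole DRG 1 (0.0572) or mole DRG 3 (0.0543). Gnal, the G protein that couples odorant receptors to adenylyl cyclase, stood at 102 ± 54.1 CPM in the TG and 138 ± 19.9 in the DRG and did not pass (−0.44, edgeR adjusted p 0.483). Adcy3, that cyclase, stood at 75.8 ± 27.9 and 130 ± 33.7 CPM and did not pass (−0.78, edgeR adjusted p 0.154), though it did with the GC adjustment (0.0366). Pde1c, the phosphodiesterase of olfactory cilia, was higher in the DRG (−1.85, edgeR adjusted p 0.0144), and no longer passed without mole TG 2 (0.0712), mole TG 3 (0.0598), mole DRG 1 (0.063) or mole DRG 3 (0.0536). Of 16 olfactory signaling genes, 6 were higher in the TG and 2 in the DRG, and 8 and 2 when adjusted over the list alone (limma's camera adjusted p 0.0667, and 0.320 with an estimated correlation). The 6 became 3, 3, 1 and 2 without mole TG 2, mole TG 3, mole DRG 1 and mole DRG 3.

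Scgb1c1, Plunc and Cyp2f2, genes of the supporting cells and glands of nasal epithelium, were higher in the TG as well. Scgb1c1, a secretoglobin of olfactory mucosa, stood at 374 ± 236 CPM in the TG and 4.23 ± 6.57 in the DRG (6.53 ± 1.46 SE, edgeR adjusted p 0.0209), and no longer passed without mole TG 2 (0.0643), mole TG 3 (0.0561), mole DRG 1 (0.0704) or mole DRG 3 (0.066). Plunc, a secreted protein of nasal glands, stood at 54.1 ± 39.3 and 0.836 ± 0.386 CPM (5.95, edgeR adjusted p 0.00942), and no longer passed without mole DRG 1 (0.0504). Cyp2f2, a cytochrome P450 of nasal and airway epithelium, stood at 173 ± 69.0 and 8.17 ± 3.49 CPM (4.42, edgeR adjusted p 0.00756). Cyp2f2 is not on the marker list below, and in the mouse it was higher in libraries labelled DRG (−3.99, edgeR adjusted p 0.02). That mouse call was lost without the library labelled mouse TG 1. With 1 mouse library left out in turn, the log2 fold change of Cyp2f2 ran from −4.27 to −3.75. Of 15 olfactory epithelium markers, a list added after the data were seen that also holds neuronal genes such as Omp and Cngb1, 11 were higher in the TG and 0 in the DRG, and 12 when adjusted over the list alone (limma's camera adjusted p 1.44e-09, and 0.205 with an estimated correlation). The 11 became 5, 6, 2 and 4 without mole TG 2, mole TG 3, mole DRG 1 and mole DRG 3. Of 14 olfactory, vomeronasal and taste receptor genes, 2 were higher in the TG, and 0 when adjusted over the list alone (limma's camera adjusted p 0.0850, and 0.541 with an estimated correlation).

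**Figure D6:**
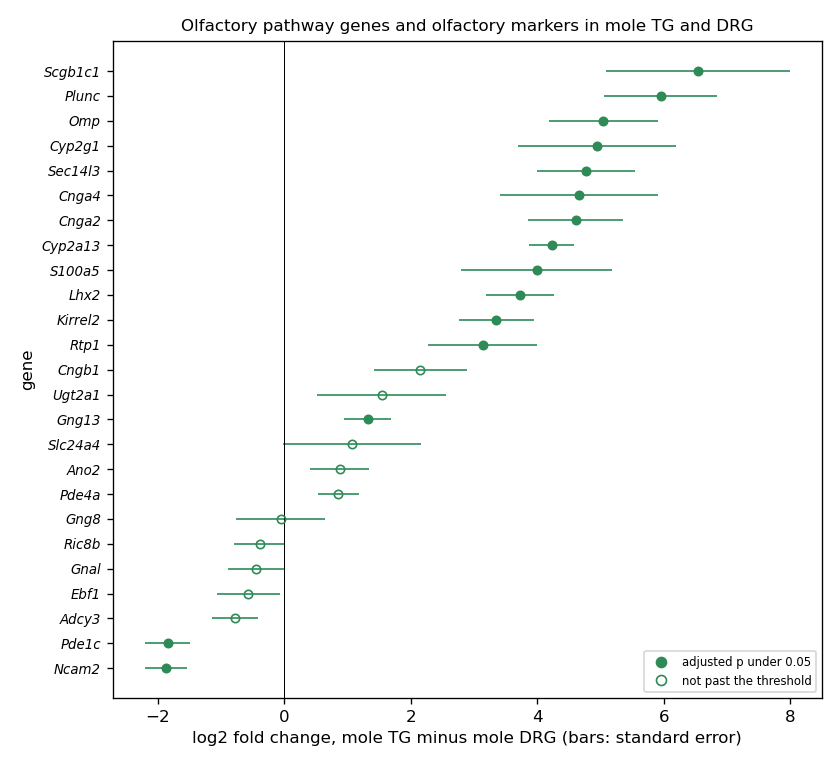
Log2 fold change, TG over DRG, with its standard error for olfactory signaling genes and olfactory epithelium markers in the mole, 3 libraries per ganglion, filled where edgeR's adjusted p is under 0.05. Markers of the epithelium lie to the right of 0, while Gnal, Adcy3 and Pde1c lie to the left.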

Cnga2 and Cnga4, the most highly enriched channels in the mole TG, play an important role in signal transduction in both the visual and olfactory systems [30]. Cnga2 is proposed to mediate both chemosensory and mechanosensory responses evoked by breathing in the mouse olfactory system [26]. If CNG channels play a role in somatosensory transduction, other components of the cyclic nucleotide pathway should be expressed in sensory neurons. This is indeed the case, as mouse sensory ganglia also express two additional genes required for cAMP signaling and olfactory transduction and behaviors in mice, the G protein (Gnal) and adenylate cyclase 3 (Adcy3) (data not shown; [31], [32]). These data suggest that cyclic nucleotide signaling may represent a new signaling pathway in touch transduction. More broadly, these findings suggest that transduction mechanisms may be conserved between divergent sensory systems. Indeed, transcriptional analysis of the *Droshophila* Johnston’s organ recently identified a number of chemo- and photo-transduction molecules that also play a role in auditory transduction [33].

Fam38a (Piezo1) is an ion channel that induces mechanically-evoked responses in many different cell types. Previous studies showed high expression in mouse kidney, lung and skin, but relatively low expression in sensory ganglia. 

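Fam38a, the gene of the stretch-activated channel Piezo1, was expressed in both ganglia of the mole and was higher in the TG. It stood at 242 ± 45.5 CPM in the TG and 63.2 ± 9.96 in the DRG. Its TG libraries were at 290, 235 and 200 CPM, above every DRG library, which were at 52.4, 65.0 and 72.1. Such a separation of 3 libraries from 3 arises by chance for 10% of genes. Between means of counts scaled by DESeq2 size factors, Fam38a was 3.5-fold higher in the TG. The gene had no GC value, so the GC adjustment did not test its call. The paper's qPCR also put Fam38a higher in the TG, but reports that difference as not significant.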

Our RNASeq and qPCR data shows expression in mole TG and DRG. This led us to re-examine expression of Fam38a in mouse sensory ganglia. Surprisingly, we amplified Fam38a from both mouse TG and DRG and observed comparable levels of expression in mouse TG and kidney (Figure 5*B*). Likewise, RNASeq of mouse ganglia also shows expression of Fam38a, suggesting that this protein may play a role in mediating light touch transduction in mice.

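In the mouse, Fam38a was counted in every library of both labels. It stood at 12.5 ± 1.26 CPM in libraries labelled TG and 11.3 ± 0.358 in those labelled DRG. Its counts were 1702 and 1698 in the libraries labelled TG and 1513 and 970 in those labelled DRG. The log2 fold change of Fam38a, 0.15 ± 0.20 SE, did not pass (edgeR adjusted p 0.770). The mole and mouse changes of the gene differed by 1.33 in the joint fit, which has its own scaling (interaction, edgeR adjusted p 0.0347). The paper proposes that the channel may have a part in light touch.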

Finally, we identified a number of novel, uncharacterized genes enriched in TG and DRG that contain one or more transmembrane domains and that were not previously classified as organellar. These genes, along with CNG channels and Piezo1, may participate in different aspects of transduction, acting as detectors, modulators and/or amplifiers of mechanical stimuli. Each subtype of light touch receptor has distinct mechanical thresholds, sensory adaptation properties and action potential waveforms, and it is predicted that such diversity is driven by a unique repertoire of force transducers. Thus, future studies will determine if these genes are expressed in distinct subsets of somatosensory neurons, and what role they play in detecting diverse somatosensory stimuli *in vivo*.

Our results emphasize the utility of examining both traditional model organisms and less common species that may provide important clues to sensory system function. August Krogh articulated the principle that “for such a large number of problems there will be some animal of choice, or a few such animals, on which it can be most conveniently studied” [34]. In the spirit of this approach, we exploited the high tactile acuity of the star-nosed mole to identify a multitude of candidate molecules that may mediate innocuous and noxious somatosensory stimuli. The function of these molecules can now be probed in more traditional model organisms.

## Materials and Methods

### Animals

Star-nosed moles were collected in Potter County, Pennsylvania, under permit COL00087. Wild type adult female mice C57/Bl6 (Jackson Labs) were used for sectioning, RT-PCR and qPCR. All procedures followed guidelines for the care and use of laboratory animals from the National Institutes of Health and were approved by the Vanderbilt University Institutional Animal Care and Use Committee and the UC Berkeley Animal Care and Use Committee.

### Immunohistochemistry

Five star-nosed moles and two mice were anesthetized with 250 mg/kg i.p. injection of sodium pentobarbital and perfused with 1X PBS (pH 7.3) followed by 4% paraformaldehyde (PFA) in PBS. Trigeminal ganglia, dorsal root ganglia, star tissue, hindpaw skin and cornea were collected. Tissue was post-fixed for >4 hours in 4% PFA and incubated overnight in 20% sucrose at 4°C. Trigeminal ganglia, dorsal root ganglia, hindpaw skin and star were embedded in Tissue-Tek optimal, sectioned at 10 or 15 µm, and mounted onto glass coverslips for staining.

Sections were blocked for 90 minutes in PBST supplemented with 10% normal goat serum and incubated overnight at 4°C with primary antibody. Primary antibodies were diluted as follows: mouse anti-NF200 (Sigma) and rabbit anti-peripherin 1∶1000 (Millipore), guinea pig anti-substance P 1∶700, rabbit anti-S100 1:300 (ThermoFisher), rabbit anti-CNGA2 1:500 (Alomone labs). Sections were washed and incubated for one hour at room temperature in 1∶1000 secondary antibody. Secondary antibodies (Invitrogen) were used as follows: anti-mouse Alexa 488 or 568 for NF200, anti-rabbit Alexa 568 for peripherin, anti-guinea pig Alexa 568 for substance P, Alexa 488 anti-rabbit for S100, and Alexa 488 anti-rabbit for CNGA2. Intact corneas were stained directly after sucrose incubation.

### Imaging

Fluorescence images were captured using an inverted fluorescence microscope (IX71, Olympus), illuminated with a xenon light source (Lambda LS-xl, Sutter) with a FITC excitation and emission set for Alexa 488 (Chroma) and Texas Red excitation and emission set for Alexa 568 (Chroma). Images were captured using MetaMorph (Molecular Devices). Confocal images were collected using Leica TCS SL confocal microscope. Summation projections were compiled from a series of 8 images (1 µM Z-steps, MetaMorph).

### Quantification

For determining percentages of positive cells, cell boundaries were determined by hand using bright field images and the average intensity of each region was calculated (MetaExpress). Cells were defined as being positive for a specific marker if their intensity was more than 30% above background.

### Cell Culture

DRG and TG cells were cultured as previously described [12]. Briefly, star-nosed moles were euthanized and dorsal root ganglia and trigeminal ganglia were dissected. Ganglia were digested for 20 minutes in 7 mg/mL collagenase P (Roche) then for 2 minutes in 0.25% trypsin. Cells were dissociated manually by trituration and plated on glass coverslides coated with 1 mg/mL Poly-D-Lysine and 0.1 mg/mL laminin. Cells were cultured overnight at 37°C before imaging.

### Calcium Imaging

Calcium imaging was performed as previously described for mouse neurons [10]. Cells were loaded for an hour at room temperature with Fura-2AM (10 µM, Invitrogen) in Ringer’s solution (140 mM NaCl, 5 mM KCl, 2 mM CaCl_2_, 1 mM MgCl_2_, 10 mM D-glucose, 10 mM HEPES) supplemented with 0.2% pluronic acid (Invitrogen). Ratiometric calcium imaging was performed using alternating 340 nm and 380 nm excitation filters with images collected every three seconds. Responsive cells were defined as those whose calcium concentration increased more than 10% above the baseline after application of the stimulus.

### RNA Extraction

Star nosed mole or mouse tissues were removed and homogenized in Trizol (Invitrogen). Total RNA was extracted as per the manufacturer’s instructions. Total RNA was either DNAsed, re-purified (RNAeasy, Quiagen) and reverse transcribed (SuperScriptIII, Invitrogen) for qPCR or RT-PCR, or further purified with two rounds of poly-A selection (Dynabeads mRNA purification Kit, Invitrogen) for sequencing.

### Illumina Sequencing

Poly-A selected mRNA from trigeminal ganglia and dorsal root ganglia were fragmented using Fragmentation Reagents (Applied Biosystems). Libraries were further prepared using the Genomic Sample Prep Kit following a modified RNA-seq protocol [35] or the TruSeq kit (Illumina). One to three lanes of each tissue’s library were sequenced on a Genome Analyzer II or HighSeq 200 using the 76, 50 or 36 bp single-end sequencing protocol at the Vincent J. Coates Genomics Sequencing Laboratory at UC Berkeley.

### Transcriptome Analysis

Three (mole) or two (mouse) TG and DRG were used. All samples were derived from single individuals, except one mole DRG, combined from two individuals. Mole reads were mapped as described in the text. Mouse reads were aligned to *Mus musculus* mRNA sequences. *Homo sapiens* database: Nov 25^th^ 2010, genome.ucsc.edu. *Canis lupus familiaris* and *Mus musculus*: Nov28^th^ 2010, ncbi.nlm.nih.gov. Alignments were performed using Stampy v1.0.11 [14] with a substitution rate = 0.03. The read count for a given gene was the sum of reads aligning to the transcript(s) assigned to an entry in the Entrez Gene database (ncbi.nlm.nih.gov, Jan 2011). For mole genes, read count was the sum of all reads aligning to the homologs of that gene in the three organisms. Homology was based on the HomoloGene database (build 64) and manual annotation. Differential expression was assessed using the DESeq package for R [16] which corrected for multiple comparisons (p_adj_).

### Transmembrane Domain Prediction

Transmembrane domains were identified by removing signal peptides predicted with SignalP3.0 [36], and by analyzing the remaining sequence with SOSUI [37], TMHMM2.0 [38], and TMpred [39] programs. A protein was considered having a transmembrane domain if at least two of the three programs predicted at least one transmembrane region.

### qPCR

RNA was extracted from 3 moles as described above. qPCR was performed using SYBR GreenER (Invitrogen) on a StepOnePlus™ Real-Time PCR system (Applied Biosystems). qPCR reactions were run in 10 µL using 1 µL of product from the RT reaction with the primers listed below. CT values were calculated as the average of 2 wells. Fold expression for each was calculated averaging normalized CT values from two runs, assuming 100% efficiency. Final values were calculated as an average of the biological replicates for each tissue type.

Fam38a: Fwd TCTTCCTCTTCCAGGGGTTC, Rev ACCAGGGACATGAAGAGCAG

Cnga2: Fwd CTGGAGACCAAGATGAAGCAGA, Rev ATTACGAAGACGGAGCCCTACA

Stoml3: Fwd GAGTCACCCATAGCCCTCCA, Rev GACCACCCATGCCCTCTAGT

Trpv1: Fwd TGAAGACCTTGTTTGTGGACAG, Rev CGGGTGTAGTAGAGCATGTTGG

Trpa1: Fwd CTTATTGGTTTGGCAGTTGGTG, Rev CGGTTGGGGTAGACAGTGATG

Gapdh: Fwd CACGGCCACCCAGAAGAC, Rev TCAGATCCACGACGGACAC.

### RT-PCR

Trigeminal ganglia, dorsal root ganglia or a mix of tissues (liver, heart, lungs, kidneys, pancreas and brain) were extracted and cDNA was produced as described above with or without reverse transcriptase (no RT control). PCR was performed on 1 µL of product using Phusion Taq polymerase (NEB) and the primers described in Table S1.

### Statistics

All values are presented as average ± standard error of the mean (s.e.m.). Unless otherwise noted, all p-values were calculated using a one-way ANOVA with a Tukey’s Post Hoc analysis.

## Supporting Information

Figure S1 **Star-nosed mole NF200-positive fibers display similar characteristics to those described in mouse.** (*A*) All NF200-positive fibers (green) are myelin basic protein-positive (red). Epifluorescence image of a section through a bundle of fibers projecting through the nose. (*B*) Mole cornea shows strong substance P staining. Confocal image of the mole cornea with substance P (red) and NF200 (green), scale bar = 20 µm. (*C*) Mole hindpaw shows robust staining of both substance P (red) and NF200 (green). Confocal image, scale bar = 50 µm. (*D*) Mouse cornea shows similar staining to mole cornea. Confocal image, scale bar = 20 µm.
(TIF) Click here for additional data file.

Figure S2 **Mouse TG and DRG show similar staining for peripherin and NF200.** Peripherin (red) and NF200 (green) staining of the TG (*A*) and DRG (*B*). (*C*) Quantification of the percent of NF200 and peripherin positive cells in these tissues (NS = p>0.1; n = 3 sections, error bars represent s.e.m.).
(TIF) Click here for additional data file.

Table S1 **Primers for amplification of star-nosed mole enriched genes in mouse.**
(DOCX) Click here for additional data file.

# Supplementary material for: The Star-Nosed Mole Reveals Clues to the Molecular Basis of Mammalian Touch
**Source:** PLoS One. 2013 Jan 30;8(1):e55001. doi: 10.1371/journal.pone.0055001
**Supplement:** Table S1 — Primers for amplification of star-nosed mole enriched genes in mouse.

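Transcripts of most channel and channel regulator genes listed for the mole were also counted in mouse ganglia, which bears on where primers for them can be tested. Of 36 channel and channel regulator genes, 35 had a count in every mouse library and 32 had 10 or more in every one. Cnga4, the modulatory olfactory subunit, had as few as 3 counts in a mouse library, and Chrna9, a nicotinic receptor subunit of hair cells, as few as 4. Scnn1b, an epithelial sodium channel subunit, had no count in at least 1 library, and Catsper1, a sperm calcium channel, had as few as 2. At 1 CPM or more in every mouse library, 27 of the 36 were detected.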

**Table S1.** Primers for amplification of star-nosed mole enriched genes in mouse.

| **Gene** | **Forward Primer** | **Reverse Primer** |
| --- | --- | --- |
| Stoml3 | CGTTACCTTCCCAATCTCAG | ACATCTTTGATTTCCACCCG |
| Cnga2 | GGCGAGGGAAAGGGCACCAA | AAGCCTGTGCGCAGCCGAAT |
| Cnga4 | GGAACATGTCTGGAAACCGA | CTCCATCCTTGGACGTTCCTT |
| Chrna9 | GTGGGTGAGAGCTGCCTTAG | ACCAACCCACTCCTCCTCTT |
| Kcnh4 | GACCTCCTTCTGTGCTCCTG | AGACGAGGAGACCGTGAGAA |
| Kcnj4 | TAGTGCATGAAATCGACGAG | TCTTCCTCCTGGCTCATAAG |
| Kcnq1 | CTCCTGTTTCTCTGTCTTCG | GAAATGGGGTGTGCTTACTT |
| Kcne1l | AACTCTGGGGCCGTTTAACT | ATGACTGGCCCTGAATGAAG |
| Cnga3 | TTGGACTACTCTGCAGATGT | AAAGTAGATGCAGGCATTCC |
| Scnn1b | AGTCCTGCAATGACACCCAG | GCTGGAAGCCAAAGTTGGTG |
| Cacng8 | GAGAGGGGTTTGTGGTGTGAA | GATGGCGCTCAGGATAGGAA |
| Kcnh3 | TGAAGCAAGAAACACAGACA | GTCTGAAGTGGAGGTCCATA |
| Grin3b | GCTGCAGTATTGGCTTCACA | GCCGTGTAGTTCCTCAGCTC |
| Pllp | AGTTCCCGTCGAAAGTGA | AGGCGATAAAGGCAGTAATG |
| Catsper1 | AGGCGCCTGGTACATCATAC | CGCTGCTTCACTGTCATGTT |
| Accn3 | TTTCACTCGAATGGGGCAAT | GAACCAGTACATTCTCCCCAGAG |
| Stom | TGCCTCGTTCTTTTTCGTAA | TTTGAGACAGGTTCTTGGTG |
| Fam38a | GCAGCCAGATGAGGAAGAGG | TAGCTCCTCCTCCAGCTCCA |
| Scn11a | TGAGGCAACACTACTTCACCAATG | AGCCAGAAACCAAGGTACTAATGATG |
| Chrna6 | TGGAACTGTGGGGCTATTTC | AGCAGGAGCTTCGGATACAA |
| Kcnmb2 | GTCAGGGCCAGCTATCATGT | TTAAAACCAACCCCCTTTCC |
| Ano3 | GAGGAGGAAACACTTCGCCC | TGCCAGTGCTGTTTGACGAA |
| Pirt | CCAAGGCCCTGGAGGTAGAC | ACAGGAAGGCAGGCCCTATC |
| Kcnv1 | ATTGCGCTCACTTGGGATGA | AGAGCTTCACGCTGTCTCAC |
| Scn7a | ACCTTACCCACTGTGAGCGT | CAGGGCCCGGTACTGTTTTT |
| Trpa1 | GGAGCAGACATCAACAGCAC | GCAGGGGCGACTTCTTATC |
| Scn10a | ACCGACAATCAGAGCGAGGAG | ACAGACTAGAAATGGACAGAATCACC |
| Kcnt2 | AAGGCTGAGCAGAAAAGGGC | AGGACAGTGGATCTGGTCGG |
| Trpc4 | CGTGGAGCTACTGCTGAACC | CTGGACCGTGAATGCCTGAG |
| Cacna2d1 | AGTGGACCTGGTGCGTATGA | CTCAACTGCCTCAAGGAGCC |
| Trpc1 | GTACACTGCCCCCACCTTTC | GGCGCAGTTCATTGAGGTTC |
| Trpv1 | TCACCGTCAGCTCTGTTGTC | GGGTCTTTGAACTCGCTGTC |
| Scn3a | GGGTGTTGGGTGAGAGTGGAG | AATGTAGTAGTGATGGGCTGATAAGAG |
| Trpm3 | GCCAGGCAAGCCATTCTCTT | CCAGAAGGATGTTCGCCACC |
| Trpm8 | GGCTACACGGTAGGCATTGT | TAAACCGATGCCTCATCTCC |
| Fam38b | TCGCCGTGTTCCAGTTCATC | TTGAAGCAAGTTCTCCCGGC |

How the deposited data were processed for this re-analysis (not part of the article)

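RNA from trigeminal ganglia (TG) and dorsal root ganglia (DRG) of star-nosed moles and mice was sequenced by the authors, in 12 samples. Values used here are read counts per gene as deposited by the authors, 33773 genes in 6 mole libraries and 26125 genes in 4 mouse libraries. The authors aligned reads with Stampy 1.0.11 at a substitution rate of 0.03. Mole reads were aligned to human, then dog, then mouse transcripts, and a gene's count is the sum over its HomoloGene (build 64) homologs, per the paper's methods. Mouse reads were aligned to mouse transcripts. The counts are whole numbers with no further normalization. The authors also deposited lists of the genes they called, which were used only for comparison. A further mouse sample of each ganglion, 2 in all, was not analysed here. By the labels, mole replicate 1 of each ganglion was made with the Genomic Sample Prep kit and read at 76 bases on the Genome Analyzer II, and all other libraries used here were made with the TruSeq kit.

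Library totals ranged from 8409670 to 11140894 counts in the mole TG, from 9706906 to 92323879 in the mole DRG, from 126677697 to 147076817 in mouse libraries labelled TG and from 90548941 to 125816358 in those labelled DRG. Samples were grouped by species and ganglion as labelled. Counts were tested in R 4.3.3 with edgeR 4.0.16: filterByExpr (minimum count 10), TMM factors and the quasi-likelihood test of TG against DRG within each species, with Benjamini-Hochberg adjustment and a threshold of 0.05. The standard error of a log2 fold change is its size divided by the square root of the test's F. A gene was called shared when it passed in both species in 1 direction. Differences between species were tested as an interaction in 1 fit of 4 groups, over symbols in both tables (24049). Lists were tested with camera of limma 3.58.1, with a preset correlation of 0.01 and with an estimated correlation, and counts of members past the threshold were taken over all genes and adjusted over the list alone. Folds set beside the paper's are ratios of group means of counts scaled by size factors of DESeq2 1.42.0. The tests were tried on simulated data with 200 changed genes. For 2-fold changes the mole test recovered 0% and the mouse test 31.2%. For 4-fold changes the mole test recovered 19.7% and the mouse test 74.6%, and for 8-fold changes 66.7% and 93.7%. The real mole data gave 4240 calls, so recovery there may differ.

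Alternatives were DESeq2, limma-voom, RLE and upper-quartile factors, no filter, at least 10 counts in every library, DESeq2 with trend dispersions, edgeR's exact test, each library left out in turn, a replicate block, the library kit as a covariate, the TruSeq libraries alone, counts thinned to the smallest library, offsets for GC content, those offsets with the replicate block, an adjusted p under 0.01, and a change of at least 2-fold. A z test of the separate fits was an alternative for the interaction. The GC offsets are a loess (span 0.3) of log2 CPM on the GC content of the mouse transcripts of the same symbol (GENCODE M21, GRCm38), which stands in for the mole sequence. Genes without a value, among them Fam38a, Fam38b and Accn3, were left unadjusted. A setting without mole TG 1 and mole DRG 2 was added after the data were seen, as was 1 marker list. These 2 libraries stood apart from others of their ganglion: the rank correlation of mole TG 1 was 0.866 with mole TG 2, 0.855 with mole TG 3 and 0.862 with mole DRG 1, against 0.974 between mole TG 2 and 3. That of mole DRG 2 was 0.919 with mole DRG 1 and 0.900 with mole DRG 3, against 0.970 between those 2.

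Genes were named by a rule that took every gene the paper names for expression (values in the paper were seen). It also took the 10 genes per direction and species with the largest change among those past the threshold, with a mean of at least 5 CPM and no overlap of the ganglia, and the 5 shared genes per direction. From each list described it took up to 4 members, and from the interaction the 5 genes per direction with the smallest adjusted p. The 37 lists covered the channels the study lists for DRG and for TG, peptidergic and nonpeptidergic nociceptors, irritant, heat and cold receptors, light touch neurons, proprioceptors, unmyelinated touch fibres, genes of most neurons, myelin, satellite and non-myelinating glia, vesicle traffic, neuropeptides, mechanotransduction candidates and the olfactory cyclic nucleotide pathway. They also covered other cyclic nucleotide-gated and HCN channels, Hox genes, the sodium, potassium, calcium, TRP and ligand-gated channels, chemosensory receptors, ribosomal proteins, mitochondrially encoded genes, oxidative phosphorylation, and immediate early and injury genes. Markers of other cells were those of muscle, blood, macrophages and other immune cells, marrow and bone, and fibroblasts and meninges. The rest were those of endothelium, adipocytes, the central nervous system, the pituitary and surface epithelium. The list of mitochondrially encoded genes had 0 members in the tables. The added list holds olfactory epithelium markers. Immunostaining, calcium imaging and PCR of the paper were not analysed here. The result of 1 gene is not reported here.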

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

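The tests of olfactory tissue and of exchanged mouse labels, the list of olfactory markers, and the bound that most rather than all keratins be highest in 1 library, were chosen after the results they address were seen. The change from DRG to TG differed between mole and mouse for 3671 of 21580 genes by edgeR's interaction test, which drew attention as a difference between species. The count was 6161, 2244 and 2262 without mole TG 1, mole TG 2 and mole DRG 3, and 6354 without mole DRG 2. It was 1403, 1186, 1966 and 759 without the libraries labelled mouse TG 1, TG 2, DRG 1 and DRG 2. Of the 3671, 25.8% had the higher value in the mole, and with RLE factors, upper-quartile factors and DESeq2 this share was 48.1%, 54.5% and 52.3%. The median difference over all genes was −0.16, and 0.31, 0.47 and 0.31 under those settings. The mole minus mouse difference was 6.59 for Mag, 7.94 for Cyp2f2, 7.32 for Klk6, 7.61 for Olig1 and 4.85 for Mbp (edgeR adjusted p 4.15e-05, 0.000192, 0.000262, 0.000262 and 0.000268). It was −14.1 for Hoxa9, −13.2 for Hoxb7, −13.4 for Hoxc6, −16.4 for Hoxb5 and −11.3 for Hoxa5 (edgeR adjusted p 9.02e-06, 2.44e-05, 2.44e-05, 2.46e-05 and 2.46e-05). The values of Hoxb5, Hoxb7 and Hoxc6 depend on the prior count, since these genes had few or no counts in mouse libraries labelled DRG. Markers of the central nervous system, genes the paper does not discuss, were higher for 9 of 19 in the mole TG and for 8 of 19 in mouse libraries labelled DRG. Skeletal muscle markers, also not discussed there, were higher for 10 of 20 in the mole TG and for 9 of 20 in mouse libraries labelled TG.

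Mouse Hox genes drew attention because all 25 past the threshold, 100% of those called, were higher in libraries labelled TG, and 178 genes were called in opposite directions in mole and mouse, 94.2% of those called in both. GC content of the libraries is argued against, since 25 of the 25 (100%) passed with the GC offsets. Against an exchange, muscle markers ran the same way in both species. Trpm8 did too, but it is 1 of only 4 genes called higher in both DRG. Of the study's DRG channels, 6 were higher in mouse libraries labelled TG and only Trpm8 in those labelled DRG, so Trpm8 cannot decide. The paper's 51 and 72 shared genes also ran the same way (mouse medians 1.57 and −0.75 here, 0 called the other way). Those genes were chosen on these libraries for running the same way. The paper calls Hoxd1 higher in the mouse DRG, where it was not called here. An exchange of the tissue labels of the mouse libraries is a candidate explanation that the Hox values are consistent with, as a hypothesis found and tested on the same data. The mole and mouse log2 fold changes had a rank correlation of −0.32 over the 14817 genes tested in both. The reversal was therefore not confined to the Hox genes. Spinal levels concern only the DRG, so by themselves they leave the Hox counts of libraries labelled TG unexplained. A difference between the species, or in the tissue taken, stays open and untested. The paper's mouse qPCR, which compared TG with kidney, does not bear on it.

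Olfactory markers other than the channels the study lists, Cngb1 among them, drew attention because 11 of 15 were higher in the mole TG, with a median log2 fold change of 3.73, and 6 of the 15 also belong to the olfactory pathway list. For the channel-related genes Cnga2, Cnga4 and Stoml3 GC content is argued against, since their median was 5.12 with the GC offsets and 4.66 without them. That test did not cover the marker list. Among its members, Omp, Scgb1c1 and Plunc had log2 fold changes of 4.26, 6.33 and 5.94 with the offsets, while Cngb1 fell from 2.15 to 1.31. Olfactory tissue carried into the TG libraries is a candidate explanation, with Scgb1c1 at 374 CPM and Omp at 71.5 CPM in the TG, while Gnal, Adcy3 and Pde1c were not higher there. Surface epithelium carried into the libraries is a candidate explanation for the keratinocyte genes, with a median log2 fold change of 4.08 over 12 markers, 5 of 12 called, 10 of 12 over 2-fold and 1 higher in the DRG when adjusted over the list alone, and with 6 of 7 keratins highest in mole TG 1. Expression of these genes by TG neurons stays open and was not tested here, and for CNGA2 the paper reports immunostaining of a larger share of neurons in the mole TG than in the DRG and of fibers in the Eimer's organs.

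The 4240 mole calls drew attention because genes higher in the TG had a median GC content 10.4 percentage points above that of genes higher in the DRG. A difference in library size is argued against, since 92.6% of the calls were kept after thinning to the smallest library. GC bias of the libraries may account for part of the calls, since 58.4% were lost with the GC offsets, the median size of the log2 fold change of the called genes went from 1.76 to 1.27, and 94 changed sign. Of 10 splits of the mole libraries, 1, the real one, gave as many calls (4240), and the highest other gave 750, but with 10 splits the share cannot go under 0.1. A difference between the tissues in the genes they express stays open and untested, as do transcript length (median 1779 bases for genes higher in the TG and 2672 for those higher in the DRG) and ribosomal RNA, which made up 3.48%, 4.73% and 7.69% of counts in mole TG 1, 2 and 3 and 2.65%, 1.64% and 1.55% in mole DRG 1, 2 and 3.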

How the results depend on the processing

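The setting without mole TG 1 and mole DRG 2 was chosen after the data were seen, and where a library left out leaves 1 in a group, that library is assumed to vary like the others. Of the values for main counts and lists, 116 stayed within the same range, 68 moved and 3 lost their call. For single named genes, 2685 values stayed the same, 271 lost the call with the direction kept, 67 gained it, 11 moved and 23 changed sign. Other counts stayed in 1054 cases, moved in 429 and lost their call in 39. Where no cause is given, the cause was not tested. Genes removed by a filter have no value under it. Thinning to the smallest mole library (8409670 counts) gave 1861 and 2201 calls.

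Mole genes higher in the TG (1899) numbered 3373 with limma-voom, 906 in the TruSeq libraries, 6236 without mole TG 1 and mole DRG 2, 806 with GC offsets, 669 with GC offsets and the replicate block, 193 at an adjusted p under 0.01, and 203 to 3546 with 1 library left out. Those higher in the DRG (2341) numbered 5601 without mole TG 1 and mole DRG 2, 1370 with GC offsets, 1065 with GC offsets and the block, 247 at an adjusted p under 0.01, and 200 to 3619 with 1 library left out. Mouse calls (498) numbered 1798 with DESeq2, 846 with no filter, 1754 with trend dispersions, 1487 with the exact test, 29 at an adjusted p under 0.01, and 37 to 4905 with 1 library left out. Shared TG genes (7) numbered 37, 15, 29 and 27 with DESeq2, limma-voom, trend dispersions and the exact test, and 0 to 53 with 1 library left out. Shared DRG genes (4) numbered 48, 7, 34 and 27 under the same settings, 17 with no filter, 7 with at least 10 counts in every library, 15 with GC offsets, and 0 to 75 with 1 library left out. The species difference (3671) numbered 5537 with DESeq2, 5571 with limma-voom, 6491 with the z test, and 759 to 6354 with 1 library left out. With an estimated correlation, the camera adjusted p went from 1.23e-10 to 0.0725 (0.07245) for peptidergic genes, from 1.23e-10 to 0.2053 for myelin and from 1.63e-06 to 0.3199 for vesicle genes. With 1 library left out, peptidergic genes higher in the DRG (10) numbered 6 to 10 and vesicle genes (36) 5 to 41, and vesicle genes numbered 22 with GC offsets and the replicate block.

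The log2 fold change of Pmp22, not called with all libraries, changed sign to −0.118 with no filter, −0.0412 in the TruSeq libraries, −0.279 without mole TG 1 and mole DRG 2, −0.18 with GC offsets and −0.186 with GC offsets and the block, and ran from −0.166 (without mole DRG 2) to 0.21 with 1 library left out. That of Prph was −1.1 and past the threshold with GC offsets (0.0359), and became 0.148 with upper-quartile factors, 0.1 with at least 10 counts, 0.0103 with limma-voom, 0.122 in the TruSeq libraries, 0.322 without mole TG 1 and mole DRG 2, 0.0313 after thinning, and −0.228 to 0.112 (without mole TG 1) with 1 library left out. Mouse Hoxd1 ran from −1.02 to 0.0481 (without the library labelled DRG 2), mouse Adcy3 from −0.114 to 0.0266 (without that labelled TG 1), and Adcy3 became 0.075 and 0.0793 with GC offsets without and with the block. Whrn, called in the mole TG, became −0.128 and −0.0701 with GC offsets without and with the block. The replicate block gave 1629 and 1983 mole calls and 556 mouse calls. Nothing says that libraries of 1 number share an animal: deviations of such pairs correlated at 0.372, 0.490 and −0.169 in the mole and −0.128 in the mouse.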

Differences from the paper's values

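The setting without mole TG 1 and mole DRG 2 was chosen after the values were seen, and all other settings before the data were examined. The paper's count of genes higher in the mole TG is 3231, and 1899 were found here at the paper's threshold. The difference closed to within 1.5 times with DESeq2 (2727), limma-voom (3373), the exact test (2311), without mole TG 1 (2306) and without mole DRG 2 (3546), and not under the other settings. Of the paper's 3231, 2326 were tested, 1024 were higher in the TG and 0 were higher in the DRG by edgeR. For genes higher in the mole DRG, of the paper's 3033, 2981 were tested, 2134 were higher in the DRG and 0 in the TG by edgeR. The paper's 51 genes higher in both TG stand against 7 here, and the difference closed with DESeq2 (37) and without mouse DRG 1 (50) or mouse DRG 2 (53) by label, and not otherwise. The paper's 72 genes higher in both DRG stand against 4 here, and the difference closed with DESeq2 (48) and without mouse DRG 1 (66) or mouse DRG 2 (75) by label, and not otherwise. The paper's adjusted p for Hoxd1 is 9.26e-05 in the mole, against 0.0113 here, and it differed under all settings except DESeq2 with trend dispersions (0.000138), with a range from 4.31e-06 (DESeq2) to 0.0601 (without mole TG 2). Its adjusted p for Hoxd1 in the mouse is 0.034, against 0.456 here, and it differed under every setting, from 0.000548 (without mouse DRG 1 by label) to 0.944 (without mouse TG 2 by label).

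The paper names Fam38b among channels higher in the mole DRG. It did not pass here (log2 fold change −1.15, edgeR adjusted p 0.169), and passed with limma-voom (0.0484), DESeq2 with trend dispersions (0.0307), without mole TG 1 (0.00849), in the TruSeq libraries alone (0.0305), and without mole TG 1 and mole DRG 2 (0.000355), a setting chosen after the values were seen. Cnga3, which the paper calls higher in the TG, did not pass (2.92, 0.0579), and passed with DESeq2 (0.0039), no filter (0.0377), limma-voom (0.00799), trend dispersions (7.48e-05), the exact test (0.0179), without mole TG 1 (0.0399), without mole DRG 2 (0.012), with the replicate block (0.0289), and in the setting chosen after the values were seen (0.000342). Stom, called higher in the TG there, did not pass (1.99, 0.0554), and passed with DESeq2 (0.0107), upper-quartile factors (0.0453), at least 10 counts in every library (0.0339), trend dispersions (0.000872), the exact test (0.0173), without mole TG 1 (0.0121), in the TruSeq libraries (0.0469), with GC offsets (0.0464), and in the setting chosen after the values were seen (0.000892). Kcne1l, listed in Fig. 3D, did not pass (3.24, 0.0625), and passed with DESeq2 (0.00911), limma-voom (0.0128), trend dispersions (0.0172), the exact test (0.0113), without mole DRG 2 (0.015), and in the setting chosen after the values were seen (0.00093). Cacng8, listed there too, did not pass (2.83, 0.0563), and passed with DESeq2 (0.00449), upper-quartile factors (0.0495), no filter (0.044), at least 10 counts in every library (0.0332), limma-voom (0.0181), trend dispersions (0.000114), the exact test (0.0168), the replicate block (0.0337) and the kit covariate (0.0265). Chrna9 and Catsper1, also listed, had too few counts to be tested, and with no filter their edgeR adjusted p was 0.108 and 0.183. The 2 libraries left out together dropped 2 of the 4240 calls made with all libraries.

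The legend of Fig. 3D says that channels differing between the mouse ganglia were left out of it. Of 18 DRG channels listed by the study, 7 were called in the mouse here, 6 of them higher in libraries labelled TG. Scn11a had a mouse log2 fold change of 1.27 (edgeR adjusted p 0.0178), Scn10a of 1.0 (0.0354), Trpa1 of 0.97 (0.0251) and Trpm8 of −1.45 (0.0297), and without the library labelled mouse TG 2 these adjusted p values were 0.142, 0.298, 0.32 and 0.189. Of 15 TG channels of the study tested in the mouse, 4 were higher in libraries labelled DRG. The paper calls Hoxd1 higher in the mouse DRG, and its edgeR log2 fold change here was −0.58 by label, past the threshold only without the library labelled mouse DRG 1 (0.000548). Folds that can be compared did not differ, among them 4.76 and 1.51 for Hoxd1 in mole and mouse, 9.64 for Trpv1 and 22.0 for Cnga2.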

Other observations

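Immediate early and injury genes were higher in the mole TG. Jun, the stress-response transcription factor, stood at 286 ± 74.7 CPM in the TG (log2 fold change 1.64 ± 0.33 SE, edgeR adjusted p 0.0158). Atf3, a marker of injured neurons, had a log2 fold change of 2.61 (edgeR adjusted p 0.0284), and Egr3, an activity-induced factor, of 1.79 (0.038). None of the 3 passed with every library left out in turn: Jun reached 0.0768 and Egr3 0.146 without mole DRG 3, and Atf3 0.115 without mole DRG 1. With the GC offsets Jun (log2 fold change 1.0, edgeR adjusted p 0.0751) and Egr3 (1.01, 0.173) did not pass. In the TruSeq libraries alone Atf3 did not pass (0.119). Of the 3, 1 passed with the GC offsets and 1 with the replicate block. Of 17 such genes 8 were higher in the TG and 0 in the DRG, and 9 and 0 when adjusted over the list alone (limma's camera adjusted p 0.000700, and 0.125 with an estimated correlation), and the 8 became 1 without mole TG 2 or mole DRG 1 and 0 by edgeR without mole TG 3 or mole DRG 3. Of 78 ribosomal protein genes 16 were higher in the TG and 0 in the DRG, and 0 when adjusted over the list alone (limma's camera adjusted p 7.99e-05, and 0.659 with an estimated correlation). Of 82 oxidative phosphorylation genes 9 were higher in the TG and 4 in the DRG, and 5 and 4 when adjusted over the list alone (0.408 and 0.884). Apoe, the lipid carrier of glia and macrophages, stood at 7291 ± 546 CPM in the TG and 2013 ± 201 in the DRG (1.86, edgeR adjusted p 0.0077), and did not pass with the GC offsets (0.0884). Slc17a6, the vesicular glutamate transporter of sensory neurons, was higher in the DRG (−3.65, edgeR adjusted p 0.00756). Th, the dopamine synthesis enzyme of unmyelinated touch fibres, did not pass (0.73, edgeR adjusted p 0.116).

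Markers of blood, adipocytes, fibroblasts and meninges, endothelium and the pituitary gave few calls in the mole. Of 7 blood markers edgeR called 0, with 0 under an unadjusted p of 0.05 and 0 by DESeq2. Of 8 adipocyte markers edgeR called 0, with 2 under an unadjusted p of 0.05 and 1 by DESeq2. Both lists had 0 calls when adjusted over the list alone (limma's camera adjusted p 0.662 and 0.836, and 0.732 and 0.919 with an estimated correlation). Of 15 fibroblast and meninges markers 1 was higher in each ganglion, the same as when adjusted over the list alone (0.895, and 0.953 with an estimated correlation). Of 14 endothelium and mural cell markers 2 were higher in the TG and 1 in the DRG, the same as when adjusted over the list alone (0.670, and 0.859 with an estimated correlation). Of 4 pituitary markers 1 was higher in the TG, and 2 when adjusted over the list alone (0.0183, and 0.392 with an estimated correlation).

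In the mouse, nociceptor genes were higher in libraries labelled TG. Of 21 nonpeptidergic and itch genes 13 were higher there and 0 in those labelled DRG, and 18 and 0 when adjusted over the list alone (limma's camera adjusted p 2.27e-28, and 0.123 with an estimated correlation). Of 17 peptidergic genes 5 were higher there, and 9 when adjusted over the list alone (2.50e-14, and 0.123 with an estimated correlation). Of 9 markers of unmyelinated touch fibres 4 were higher there, and 8 when adjusted over the list alone (8.29e-18, and 0.123 with an estimated correlation). These 13, 5 and 4 became 0, 0 and 1 by edgeR both without mouse TG 1 and without mouse TG 2 by label, while the median log2 fold change of the nonpeptidergic list was 1.25 and 1.13. Th stood at 104 ± 11.3 CPM in libraries labelled TG and 8.39 ± 1.14 in those labelled DRG (3.63 ± 0.18 SE, edgeR adjusted p 0.00497). Of 27 light touch genes 3 were higher in libraries labelled DRG and 0 in those labelled TG, and 10 and 0 when adjusted over the list alone (1.96e-06, and 0.138 with an estimated correlation), and the 3 became 1 and 0 without mouse TG 1 and mouse TG 2 by label. Calb2, a calcium buffer of large neurons, had a mouse log2 fold change of −2.85 (edgeR adjusted p 0.0106), and 0.0519 without the library labelled mouse TG 2. Of 89 vesicle genes 9 were higher in libraries labelled TG and 0 in those labelled DRG, and 18 and 3 when adjusted over the list alone (4.75e-05, and 0.325 with an estimated correlation), and the 9 became 0 without either library labelled TG.

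Other mouse lists gave, as calls in libraries labelled TG and labelled DRG, 3 and 1 of 10 for irritant receptors, 1 and 1 of 10 for proprioceptors, 3 and 0 of 26 for neuropeptides, 2 and 1 of 33 for mechanotransduction, 1 and 0 of 17 for the olfactory pathway, and 2 and 0 of 121 for chemosensory receptors. Channel families gave 2 and 0 of 14 for sodium, 10 and 3 of 90 for potassium, 0 and 1 of 25 for calcium, 4 and 1 of 20 for TRP, and 5 and 2 of 62 for ligand-gated channels. Immediate early genes gave 0 and 1 of 18, macrophages and other immune cells 1 and 1 of 17, and fibroblasts 2 and 1 of 15. Adjusted over each list alone, the calls were 4 and 2 for irritant receptors, 2 and 1 for proprioceptors, 7 and 5 for neuropeptides, 6 and 4 for mechanotransduction, 3 and 2 for the olfactory pathway, and 2 and 0 for chemosensory receptors. Adjusted in that way they were 4 and 1 for sodium, 23 and 16 for potassium, 4 and 5 for calcium, 5 and 1 for TRP and 6 and 12 for ligand-gated channels, 0 and 2 for immediate early genes, 2 and 5 for macrophages, and 2 and 9 for fibroblasts. Lists in which edgeR called 0 mouse genes are given with the number under an unadjusted p of 0.05 and the number DESeq2 called. They were genes of most neurons (3 and 1 of 15), satellite and non-myelinating glia (11 and 6 of 18), other cyclic nucleotide-gated and HCN channels (3 and 0 of 7), ribosomal proteins (0 and 0 of 80) and oxidative phosphorylation (2 and 0 of 78). Markers of other cells with 0 calls were those of blood (2 and 0 of 10), marrow and bone (7 and 5 of 15), endothelium (4 and 4 of 14), adipocytes (3 and 0 of 9), the pituitary (5 and 3 of 10), surface epithelium (0 and 0 of 12) and olfactory epithelium (3 and 1 of 13). Of these lists without an edgeR call, those with calls when adjusted over the list alone were genes of most neurons (1 and 0), satellite and non-myelinating glia (1 and 7), marrow and bone (2 and 2), endothelium (2 and 0), the pituitary (0 and 4) and olfactory epithelium (0 and 1).

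The paper mentions Gnal and Adcy3 in mouse ganglia without showing values. Gnal, the olfactory G protein, stood at 605 ± 22.2 CPM in mouse libraries labelled TG and 320 ± 19.9 in those labelled DRG (0.92 ± 0.12 SE, edgeR adjusted p 0.0249), and no longer passed without mouse TG 1 (0.243) or mouse TG 2 (0.31) by label. Adcy3, the olfactory cyclase, stood at 28.7 ± 2.09 and 29.8 ± 1.66 CPM and did not pass (−0.05, edgeR adjusted p 0.905). Cnga2 stood at 1.84 ± 0.346 and 0.965 ± 0.171 CPM in the mouse (0.93, edgeR adjusted p 0.306).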
